# The Hippo pathway terminal effector TAZ/WWTR1 mediates oxaliplatin sensitivity in p53 proficient colon cancer cells

**DOI:** 10.1186/s12885-024-12316-4

**Published:** 2024-05-14

**Authors:** Věra Slaninová, Lisa Heron-Milhavet, Mathilde Robin, Laura Jeanson, Adam Aissanou, Diala Kantar, Diego Tosi, Laurent Bréhélin, Céline Gongora, Alexandre Djiane

**Keywords:** Oxaliplatin, Colon cancer, Hippo signaling, TAZ, p53

## Abstract

YAP and TAZ, the Hippo pathway terminal transcriptional activators, are frequently upregulated in cancers. In tumor cells, they have been mainly associated with increased tumorigenesis controlling different aspects from cell cycle regulation, stemness, or resistance to chemotherapies. In fewer cases, they have also been shown to oppose cancer progression, including by promoting cell death through the action of the p73/YAP transcriptional complex, in particular after chemotherapeutic drug exposure. Using HCT116 cells, we show here that oxaliplatin treatment led to core Hippo pathway down-regulation and nuclear accumulation of TAZ. We further show that TAZ was required for the increased sensitivity of HCT116 cells to oxaliplatin, an effect that appeared independent of p73, but which required the nuclear relocalization of TAZ. Accordingly, Verteporfin and CA3, two drugs affecting the activity of YAP and TAZ, showed antagonistic effects with oxaliplatin in co-treatments. Importantly, using several colorectal cell lines, we show that the sensitizing action of TAZ to oxaliplatin is dependent on the p53 status of the cells. Our results support thus an early action of TAZ to sensitize cells to oxaliplatin, consistent with a model in which nuclear TAZ in the context of DNA damage and p53 activity pushes cells towards apoptosis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12885-024-12316-4.

## Introduction

Colorectal cancer (CRC) is the third leading cause of cancer-related death worldwide [43]. Thirty percent of patients present synchronous metastases and 50–60% will develop metastases that will require chemotherapy. The current management of advanced or metastatic CRC is based on fluoropyrimidine (5-FU), oxaliplatin and irinotecan as single agents or more often in combination (e.g. FOLFOX, FOLFIRI, or FOLFIRINOX; [63]). Chemotherapy is combined with targeted therapy including monoclonal antibodies against EGFR (e.g. cetuximab and panitumumab) or VEGF (bevacizumab), tyrosine kinase inhibitors (e.g. regorafenib), and immune checkpoint blockade agents for patients with MSI-High tumors (e.g. pembrolizumab; [63]).

Oxaliplatin is a third-generation platinum antitumor compound with a 1,2-diaminocyclohexane (DACH) ligand [9, 44]. It induces mainly intra-strand crosslinks, but also inter-strand crosslinks and DNA–protein crosslinks that stop DNA replication and transcription, leading to apoptotic cell death [40, 61, 62]. Oxaliplatin exerts its anti-tumor effect also by inducing immunogenic cell death [55]. Resistance to oxaliplatin can be either intrinsic (primary resistance) or acquired (secondary resistance), and is usually tackled by combining drugs to expose tumoral cells weaknesses or inhibit alternative survival pathways [59]. Despite intense research efforts in this field, more information on the molecular mechanisms underlying oxaliplatin mechanism of action are needed to develop new treatment strategies and improve the therapeutic response rate.

The Hippo signaling pathway represents an evolutionarily highly conserved growth control pathway. First discovered through genetic screens in *Drosophila*, it consists of a central cascade of core kinases: MST1/2 and LATS1/2 (homologues of *Drosophila* Hippo and Warts; [17, 41, 66]). When activated, LATS1/2 phosphorylate YAP and WWTR1/TAZ (homologues of *Drosophila* Yki), two partly redundant transcriptional co-activators which represent the terminal effectors of the Hippo pathway [45]. Phosphorylated YAP and TAZ are retained in the cytoplasm through binding to 14-3-3 proteins and sent for proteasomal degradation. When the Hippo pathway is not activated, hypo-phosphorylated YAP/TAZ enter the nucleus and bind to specific transcription factors (TFs) to turn on the transcription of target genes. The best characterized TF partners for YAP and TAZ are the TEADs (TEAD1-4, homologues of *Drosophila* Scalloped; [17, 41, 66]). While depending on cell type, the classic target genes include genes involved in proliferation, resistance to apoptosis, cytoskeletal remodeling, or stemness [46, 54, 57]. But YAP/TAZ nucleo-cytoplasmic localization (and activity) is also controlled by mechanical cues relayed by the actin cytoskeleton, or by cytoplasmic trapping proteins such as AMOTs [17, 41, 66]. Importantly, the nuclear retention of YAP and TAZ is favored by tyrosine phosphorylation by different kinases, and in particular SRC and YES [8, 13, 30].

The Hippo pathway has been primarily described as a tumor suppressive pathway in a wide variety of solid tumors [22, 29, 38, 56, 66] preventing the pro-tumoral effect of YAP/TAZ. However, in CRCs the role of the Hippo pathway and of YAP and TAZ appears more complex. Several studies point towards a classic pro-tumoral role for YAP and TAZ. In CRC patients tumor samples, high expression and nuclear localization of YAP correlated strongly with disease evolution and bad prognosis [33, 51], or with resistance to treatments such as 5FU or cetuximab [22, 27, 58]. Furthermore, invalidating YAP could blunt tumorigenic behaviors both in mice CRC models [48] or in the metastatic HCT116 CRC cell line [23]. However, YAP could exhibit a tumor suppressive role in CRCs. Studies in genetic mouse models have shown that YAP/TAZ restricts canonical Wnt/β-Catenin signaling thus preventing intestinal stem cells amplification, and could act as tumor suppressors in CRCs [3–5]. Similarly, the loss of core Hippo kinases (LATS/MST) was recently shown to inhibit tumor progression in Apc mutant mouse models and in patients-derived xenografts models [11, 31].

The tumor suppressive role of YAP in CRC is further supported by its reported role in response to DNA damage inducer drugs. Studies have shown that, in different cell lines including CRC lines, cell death in response to cisplatin, doxorubicin, or etoposide, is mediated by p73, a protein related to the tumor-suppressor p53. Following treatments, a YAP/p73 complex accumulates in the nucleus, and triggers the transcription of p73 target genes involved in cell death [26, 52, 53]. The direct interaction between YAP and p73 is proposed to prevent p73 destabilization by the E3-Ubiquitin Ligase ITCH [28, 52]. This pro-apoptotic role of YAP is reminiscent to a similar role of Yki in *Drosophila* (a Yki/p53 complex; [12]). Importantly, this appears specific to YAP, since TAZ cannot bind to p73, further suggesting that YAP and TAZ, while performing redundant roles, also possess specific activities [45].

Given that oxaliplatin constitute one of the most used drugs in the treatment of CRCs, it is important to evaluate its effects with respect to the Hippo pathway and to YAP/TAZ which can elicit conflicting roles to oppose or promote CRC tumorigenesis. We show here that upon treatment with oxaliplatin, TAZ accumulated in the nucleus of p53 wild-type CRC cell lines. We further show that TAZ was required for early sensitivity of HCT116 to oxaliplatin. Interestingly, the nuclear localization of TAZ was important, and drugs preventing this such as Dasatinib antagonized the effect of oxaliplatin. These results support an early anti-tumoral role of YAP and TAZ in response to oxaliplatin suggesting particular attention to sequence of treatments and drug combinations should be paid when considering potential future drugging of YAP/TAZ signaling in the treatment of CRCs, in particular for tumors with wild-type p53.

## Materials and methods

### shRNA construction

shRNA directed against human *YAP*, or the non-relevant *Luciferase* gene were designed by adding to the selected targeted sequences, overhangs corresponding to BamHI and EcoRI cloning sites at the 5’end of forward and reverse strand, respectively. Resulting oligos were then annealed together and cloned into the pSIREN-RetroQ vector (TaKaRa) according to the manufacturer’s protocol between BamHI and EcoRI cloning sites.

Targeted sequences:

- *shRNA-YAP(3619):* CAATCACTGTGTTGTATAT
- *shRNA-Luciferase:* CGTACGCGGAATACTTCGA

### Cell culture and cell transfections

Certified Human HCT116 and LoVo colorectal cancer cell lines (RRID:CVCL_0291, RRID:CVCL_0399) were obtained from LGC Standards (ATCC-CCL-247, ATCC-CCL-229). Caco-2, HT-29, and SW480 cells were obtained from ATCC (RRID:CVCL_0025, ATCC-HTB-37; RRID:CVCL_0320, ATCC-HTB-38; RRID:CVCL_0546, ATCC-CCL-228). Human HCT 116 p53 mutant cells were from [7]. Cells were cultured in RPMI1640 supplemented with 10% FBS at 37 °C in a humidified atmosphere with 5% CO_2_. All experiments were performed with mycoplasma-free cells. No antibiotics were used to avoid any cross-reaction with the Oxaliplatin treatment.

Mutational status of the cell lines used

**Table:** 

	p53 status	APC status	CTNNB1status
HCT116	wild-type	wild-type	mutated
HCT116 p53 mut	exon 1 deletion	wild-type	mutated
LoVo	wild-type	mutated	wild-type
Caco-2	E204*	mutated	mutated
HT-29	R273H	mutated	wild-type
SW480	R273H, P309S	mutated	wild-type

HCT116 cells expressing shRNA against *YAP*, or *Luciferase* (Luc; control) were obtained by retroviral gene transduction of the corresponding pSIREN vectors. Retroviral particles were produced in HEK293 cells and subsequently used to infect HCT116 cells. Positive clones were selected with 1 μg/mL puromycin and pooled together.

HCT116-*shYAP/siTAZ* cells were created by transfecting 100 nM of *TAZ siRNA* (Dharmacon siGENOME SMARTpool #M-016083-00-0005) into HCT116-*shYAP* cells using Lipofectamine 2000 (Invitrogen) according to manufacturer’s protocol. As a negative control, 100 nM of *siScrambled* (D-001206-13) was transfected into HCT116-*shLuc* cells.

All human cell lines have been authenticated using STR profiling within the last three years.

Murine Taz was expressed by transfecting cells with pEF-TAZ-N-Flag from Michael Yaffe (Addgene #19025; RRID:Addgene_19025; [19]).

Apart from IC50 calculations, or 2D treatments matrices, cells were analyzed after 24 h of treatment with oxaliplatin. For this short treatment there was no significant change in cellular density and analyses were performed at circa 70% confluency.

### RNA-Seq

HCT116 cells were plated to reach 60 to 70% of confluence and treated with 0.5 μM Oxaliplatin (IC_50_) for 24 h. RNA was extracted using RNeasy plus mini kit (Qiagen), quantified, and analyzed for its integrity number (RIN) using a Bioanalyzer (Agilent 2100 at the IRMB: https://irmb-montpellier.fr/single-service/transcriptome-ngs/). RNA (1 µg) with RIN between 8 and 10 were sent for RNA-Sequencing analysis to Fasteris biotechnology company (http://www.fasteris.com). After library preparation, sequencing was performed on the Illumina NovaSeq 6000 platform (S1 2x100 full FC). Mapping on the human genome GRCh38 was performed using the protocol STAR 2.7.5b leading to 80–100 Millions reads per condition. Normalization and pairwise differential expression analyses were performed using the R package DESeq2 (2.13) [2].

### Western blotting

Proteins from transfected untreated and treated HCT116 cells were extracted, analyzed by SDS-PAGE. Dilutions and antibodies’ references are listed below (Cell Signaling Technology: CST).

**Table:** 

Antibody	Dilution	Reference
Flag M2	1/2000	Sigma-Aldrich #F1804
GAPDH	1/3000	Proteintech #60004
Histone H3	1/1000	CST #4499
LATS1	1/1000	CST #3477
MOB1	1/1000	CST #13730
p-MOB1	1/1000	CST #8699
MST1	1/1000	CST #3682
p-MST1/2	1/1000	CST #49332
NF2	1/1000	Proteintech #26686-1-AP
p53	1/5000	Proteintech #10442-1-AP
p63	1/250	Santa Cruz #sc25268
p73	1/1000	CST #14620
p-SRC Y416	1/1000	CST #2105
TAZ	1/1000	CST #4883
TEAD4	1/250	Santa Cruz #sc101184
Tubulin	1/10000	Sigma-Aldrich #T6074
YAP	1/1000	CST #14074
p-YAP S127	1/1000	CST #13008

### Immunoprecipitation and co-immunoprecipitation

Protein extracts were prepared in lysis buffer (NaCl 150 mM, Tris pH 7.4 10 mM, EDTA 1 mM, Triton X-100 1%, NP-40 0.5%, cOmplete, EDTA-free protease inhibitors (Roche #11873580001) for 30 min on ice before centrifugation. Immunoprecipitations were performed overnight at 4 °C on a rocking wheel using mouse EZview Red anti-Flag M2 affinity gel (Sigma-Aldrich #F1804) after transfections of either p2xFlag CMV2 (empty vector), p2xFlag CMV2-YAP2 (YAP1; Addgene #19045) or p2xFlag CMV2-WWTR1 (TAZ). After Flag immunoprecipitation, washes in lysis buffer were performed, followed by protein elution by competition with 3XFLAG peptide (150 ng/µL final concentration) during 1 h at 4 °C. The different immunoprecipitates were then subjected to Western blotting for detection of protein complexes.

### Immunofluorescence

Cells seeded on glass coverslips were fixed 10 min in paraformaldehyde (4%), before being permeabilized in PBS / 0.1% TritonX-100 for 10 min. After blocking in PBS / 0.5% BSA, cells were incubated with primary antibodies overnight at 4C. Primary antibodies used are listed below. Secondary Alexa Fluor Antibodies (1/600; Invitrogen) were used as described previously [20] for 1 h at room temperature before mounting the coverslips with Vectashield (Vector Laboratories #H-1200) and imaging on Zeiss Apotome or Leica Thunder microscopes.

Antibodies used were rabbit anti-53BP1 (1/100; CST #4937), mouse anti-phospho-Histone H2AX clone JBW301 (1/200; Millipore #05–636), anti-TAZ (1/100; CST #4883), mouse anti-TEAD4 (1/50; Santa Cruz #sc101184), and rabbit anti-YAP (1/100; CST #14074).

### Nuclear staining quantifications in HCT116 cells

Quantification was performed using ImageJ. Binary mask corresponding to the cell nuclei was based on DAPI staining. Two nuclei touching each other (and therefore recognized as one on binary mask) were manually separated by drawing a 2-pixel line between them. All incomplete nuclei on the edge of the image as well as those that were in mitosis or mechanically damaged were excluded from the analysis. The total signal was calculated as “corrected total cell fluorescence” (CTCF) according to the following formula:

$$CTCF = Integrated\ Density- (Area\ of\ selected\ cell\ *\ Mean\ fluorescence\ of\ the\ background)$$

Background fluorescence was measured on three different spots (roughly the size of cell nucleus) outside of the cell. In case of 53BP1 and γH2AX staining, the whole area covered by the nuclear mask was quantified as one. For YAP and TAZ nuclear staining, each cell was quantified separately using particle analysis tool. Cytoplasmic levels of YAP and TAZ were not quantified due to the small size of the cytoplasm in HCT116 cells.

### IC50 calculation and cytotoxicity

Cell growth inhibition and cell viability after incubation with Oxaliplatin (Sigma Aldrich #O9512), Verteporfin (Sigma Aldrich #SML0534), CA3 (CIL56, Selleckchem, #S8661) or Dasatinib (Selleckchem #S1021) were assessed using the sulforhodamine B (SRB) assay. Exponentially growing cells (750 cells/well) were seeded in 96-well plates in RPMI-1640 medium supplemented with 10% FCS. After 24 h, serial dilutions of the tested drugs were added, and each concentration was tested in triplicate. After 96 h, cells were fixed with 10% trichloroacetic acid and stained with 0.4% SRB in 1% acetic acid. SRB-fixed cells were dissolved in 10 mmol/L Tris–HCl and absorbance at 540 nm was read using an MRX plate reader (Dynex, Inc., Vienna, VA, USA). IC50 was determined graphically from the cytotoxicity curves.

For HCT116-*shYAP/siTAZ*, cells were transfected in 6 well plates 24 h before starting the cell growth and cytotoxicity assays.

### Quantification of the interaction effect

The interaction between the drugs tested in vitro was investigated with a concentration matrix test, in which increasing concentration of each single drug were assessed with all possible combinations of the other drugs. For each combination, the percentage of expected growing cells in the case of effect independence was calculated according to the Bliss equation [15]:

$${fu}_{c}={fu}_{A}{fu}_{B}$$

where *fu*_c_ is the expected fraction of cells unaffected by the drug combination in the case of effect independence, and *fu*_A_ and *fu*_B_ are the fractions of cells unaffected by treatment *A* and *B,* respectively. The difference between the *fu*_c_ value and the fraction of living cells in the cytotoxicity test was considered as an estimation of the interaction effect, with positive values indicating synergism and negative values antagonism.

## Results and discussion

### Oxaliplatin treatment triggers an early cell death program

Oxaliplatin is a third generation platinum compound widely used as part of the first line of treatment for colon cancer patients in the FOLFOX regimen [9, 44, 63]. Inside cells, oxaliplatin binds DNA, generating adducts which ultimately lead to DNA breaks and replicative stress in proliferating cells. When used on proliferating cancer cells, oxaliplatin treatment resulted in concentration-dependent cell death. We measured the IC50 of oxaliplatin on HCT116 colon cancer cells at 0.5 µM (Supplemental Figure S1A). This dose reduced the amount of cells by 50% after 4 days of treatment. This dose was about 10 fold lower than the oxaliplatin concentration reported in the blood of treated patients (between 3.7 and 7 µM; [14]). The oxaliplatin dose used in this study was thus compatible with the dose that could be ultimately found at the level of tumors in a clinical setting, and did not represent an acute high concentration treatment, highlighting its relevance for studying cellular responses to oxaliplatin.

When treated with oxaliplatin at IC50, HCT116 cells exhibited clear signs of DNA damage such as accumulation of γH2AX, and 53BP1 puncta in the nuclei (Fig. 1A&B). Consistently, p53, which has been shown to control a specific cell death program in response to severe DNA damage (for recent reviews [1, 39], accumulated strongly 24 h after treatment (Fig. 1C). Intriguingly, the p53 related protein p73, previously reported to accumulate and to mediate cell death in response to DNA-damage inducing drugs such as cisplatin, doxorubicin or etoposide, including in HCT116 cells [26, 52], was destabilized upon oxaliplatin treatment. p63, the third member of the p53 protein family, was not expressed in HCT116, even upon treatment (Fig. 1C).

**Fig. 1:**
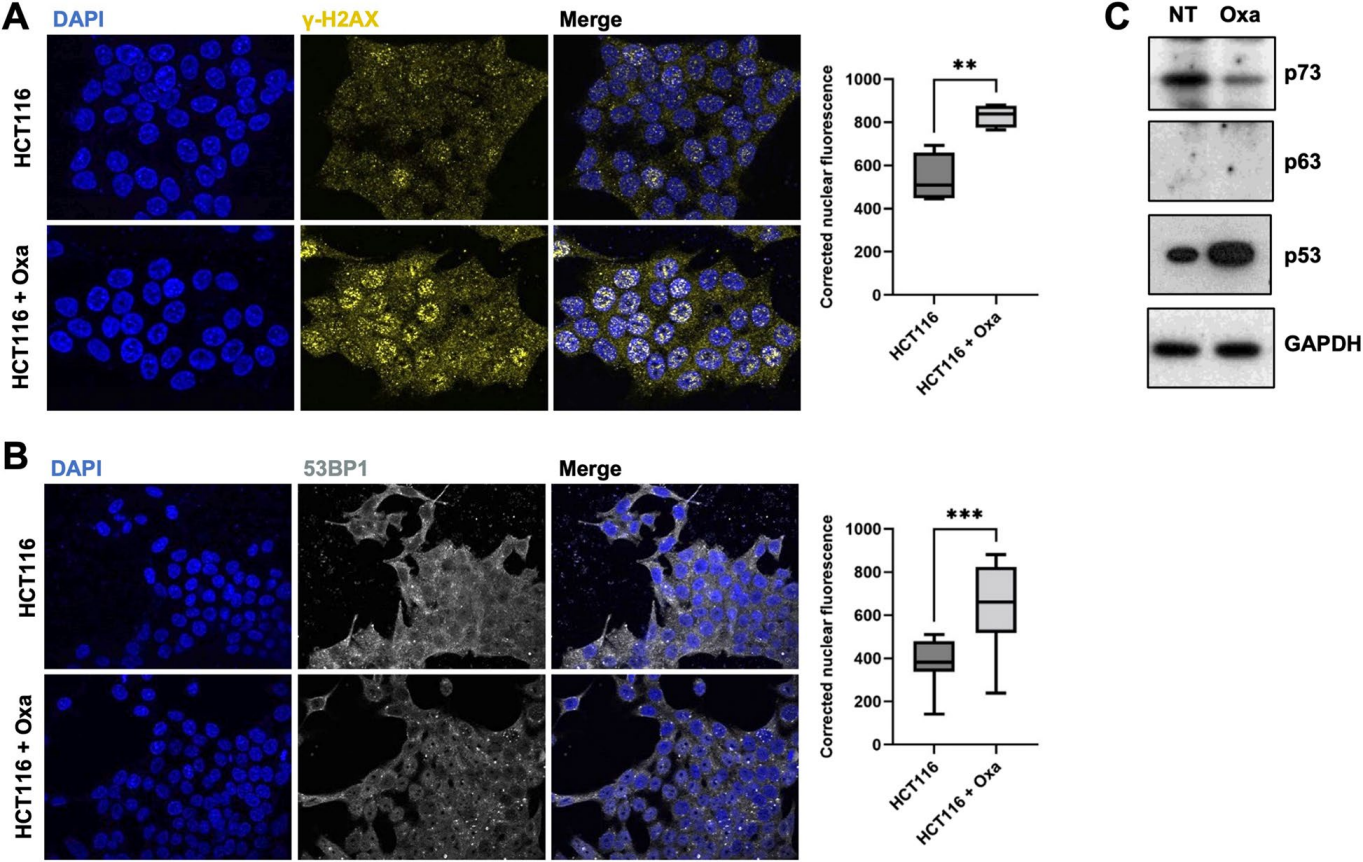
Oxaliplatin treatment induces DNA damage. **A** Immunofluorescence experiments performed on HCT116 cells treated, or not, with oxaliplatin (0.5 µM) monitoring γ-H2AX (yellow). DAPI (blue) was used to stain DNA and the nuclei. Quantification of the staining is shown on the right side and is represented as the corrected nuclear fluorescence. Data are represented as the mean ± SEM. (*n* = 3). Unpaired two-tailed Student’s t-test; ** *p* < 0.01. **B** Immunofluorescence experiments performed on HCT116 cells treated, or not, with oxaliplatin (0.5 µM) monitoring 53BP1 (grey). DAPI (blue) was used to stain DNA and the nuclei. Quantification of the staining is shown on the right side and is represented as the corrected nuclear fluorescence. Data are represented as the mean ± SEM. (*n* = 3). Unpaired two-tailed Student’s t-test; *** *p* < 0.001. **C** Western blot analysis showing protein expression of p53 family of proteins in HCT116 treated (Oxa), or not (NT) with oxaliplatin (0.5 µM). GAPDH was used as a loading control (*n* = 3)

### Oxaliplatin treatment triggers YAP and TAZ nuclear accumulation

Having established a regimen for treating HCT116 cells with oxaliplatin, given the complex reported roles of YAP/TAZ in CRCs (see “Introduction” section), we investigated whether YAP/TAZ could be affected, and thus monitored TEAD, YAP, and TAZ expressions and localizations following oxaliplatin treatment.

After 24 h (or 48 h) of oxaliplatin treatment at the IC50, we did not observe any change in the total levels or in the nuclear localization of TEAD4, the main TEAD paralogue in colon cells (Fig. 2A). However, TAZ and YAP nuclear localizations increased following oxaliplatin treatment in our culture conditions: the TAZ and YAP nuclear staining increased by 60% and 55% respectively when compared to untreated cells (Fig. 2A). TAZ nuclear accumulation was further confirmed by fractionation experiments (Fig. 2C; see “Materials and methods” section). This increase in TAZ nuclear localization was reflected by an increase in total TAZ levels by western blot analysis (Fig. 2B). However, YAP total levels, and more importantly the levels of YAP phosphorylation on Serine 127 (S127) were unchanged (Fig. 2B).

**Fig. 2:**
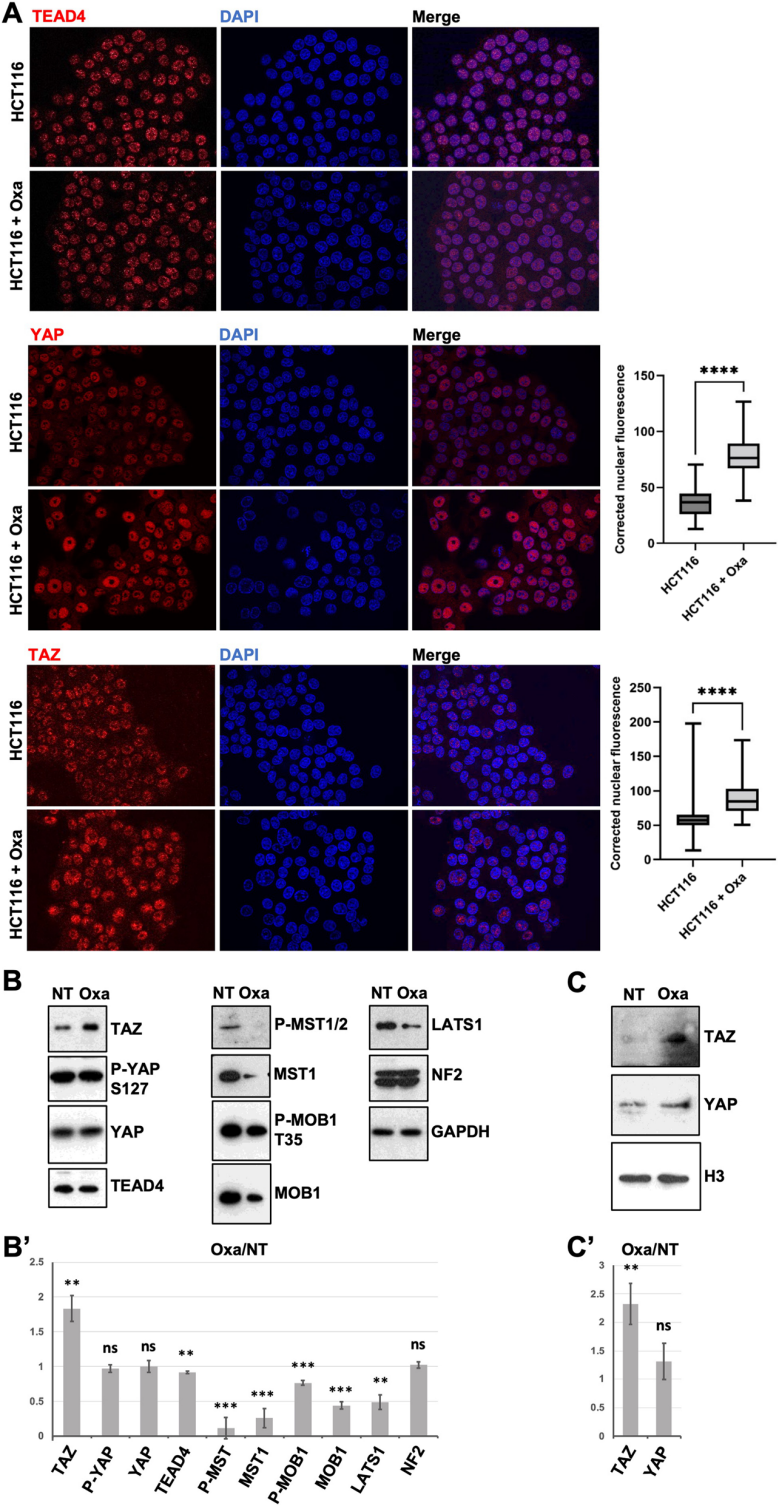
Oxaliplatin treatment triggers YAP and TAZ nuclear accumulation. **A** Immunofluorescence experiments performed on HCT116 cells treated, or not, with oxaliplatin (0.5 µM) monitoring TEAD4 (top panels), YAP (middle panels), and TAZ (bottom panels) nuclear localization (red). DAPI (blue) was used to stain DNA and the nuclei. Quantification of YAP and TAZ  stainings are shown on the right side of the figures and are represented as the corrected nuclear fluorescence. Data are represented as the mean ± SEM (*n* = 3). Unpaired two-tailed Student’s t-test; **** *p* < 0.0001. **B** Western blot analysis showing protein expression and/or activation of Hippo pathway components in HCT116 cells treated (Oxa), or not (NT) with oxaliplatin (0.5 µM). GAPDH was used as a loading control (*n* = 3). **B’** Quantification of the ratio Oxa/NT of the western-blots shown in B after normalization by GAPDH intensity. Average is shown with standard deviation. Unpaired two-tailed t-test; ** *p* < 0.01, *** *p* < 0.001, ns non-significant. **C** Western blot analysis after subcellular fractionation showing the relative amount of YAP and TAZ protein in the nuclear fraction of HCT116 cells treated (Oxa), or not (NT) with oxaliplatin (0.5 µM). Histone H3 was used as a nuclear loading control for the fractionation (*n* = 3). **C’** Quantification of the ratio Oxa/NT of the western-blots shown in B after normalization by Histone H3 intensity. Average is shown with standard deviation. Unpaired two-tailed t-test; ** *p* < 0.01, *** *p* < 0.001, ns non-significant

The YAP S127 phosphorylation is deposited by the LATS1/2 Hippo pathway terminal kinases and mediates the cytoplasmic retention of YAP by the 14-3-3 proteins and later targeting for proteasomal degradation [17, 41, 66]. Western-blot analyses on total protein extracts showed that protein levels of several key proteins in the core Hippo pathway were lower after treatments. This was observed both for total proteins (MST1/2, MOB1A, and LATS1) and their activated phosphorylated forms (p-MST1/2, p-MOB1; Fig. 2B). Based on these western-blot analyses, the activity ratio (phosphorylated / total protein) of MOB1A increased slightly during treatment (x1.73) while the activity ratio of MST1 decreased slightly (x0.45). It should be noted here that these activity ratios are based on western-blot after 24 h of treatment and might not reflect the immediate activity of the pathway. Moreover, these activity ratios reflect the normalized activity per unit of protein, but do not reflect the overall integral activity of the pathway. Given that core Hippo pathway proteins were specifically down-regulated after 24 h of treatment (as compared to other proteins which levels remained constant after treatments: GAPDH, TEAD4, NF2, YAP), and that the specific activity of the core kinase MST was slightly reduced, we favor a model where global Hippo pathway activity is lower in response to oxaliplatin, consistent with the increased TAZ levels and increased nuclear TAZ localization (Fig. 2A&C). However, given that levels of phospho-YAP and total YAP remained unchanged, how the Hippo pathway down-regulation could have differing effects on YAP and TAZ remains to be explored. YAP and TAZ appear only partly redundant, and YAP and TAZ specific regulations have been reported [45]. It is noteworthy that an additional phospho-degron is present in TAZ, making it more sensitive to degradation than YAP. This increased sensitivity might magnify TAZ level changes when the Hippo pathway is inhibited by oxaliplatin [4]. The decreased protein levels of different Hippo pathway components in response to oxaliplatin were unlikely due to reduced mRNA abundance, since we did not observe any change when profiling mRNA by RNA-Seq after 24 h of treatment (see paragraph below; Supplemental Table S1), suggesting that it might be a consequence of reduced translation and/or increased protein degradation. Indeed, previous studies have shown that core Hippo pathway components such as LATS1 or MOB1 can be regulated by ubiquitination [18, 32, 47]. 

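mRNA levels of 14 genes of the core Hippo pathway, its transcriptional co-activators and the TEAD factors were compared between 3 libraries of untreated (NT) and 3 of oxaliplatin-treated (OXA) HCT116 cells. None of the 14 had an adjusted p-value under 0.05, over all genes tested or adjusted over the list alone, and their log2 fold changes lay between -0.18 and 0.30. At an unadjusted p-value under 0.05, 2 of the 14 were higher and 0 lower. STK4, which encodes MST1, had 3608 ± 262 normalized counts (mean ± SD, n = 3) in NT and 3362 ± 163 in OXA (log2 fold change -0.10, standard error 0.090, edgeR adjusted p = 0.568). STK3, which encodes MST2, had a log2 fold change of -0.10 (standard error 0.15, edgeR adjusted p = 0.762). For MOB1A the log2 fold change was -0.094 (standard error 0.12, edgeR adjusted p = 0.696), and for LATS1 it was -0.13 (standard error 0.11, edgeR adjusted p = 0.580). STK3 changed its sign without NT library 1, to 0.056, and YAP1 without NT library 2 or OXA library 3. YAP1 differed by less than the spread between libraries (log2 fold change 0.053, standard error 0.12, edgeR adjusted p = 0.837). WWTR1, which encodes TAZ, had 3158 ± 431 normalized counts in NT and 3795 ± 484 in OXA (log2 fold change 0.27, standard error 0.13, edgeR adjusted p = 0.30). With the replicate number as a block in the fit, the edgeR adjusted p fell to 0.0186 for WWTR1, 0.0273 for NF2 and 0.0427 for TEAD1, at log2 fold changes of 0.27, 0.31 and -0.18. When trends of each library on GC content and transcript length were removed as well, a setting chosen after seeing the data, SAV1, MOB1B, LATS2, YAP1 and TEAD2 also had an edgeR adjusted p under 0.05, the largest being 0.0134 for MOB1B, at log2 fold changes between -0.27 and 0.25, and MOB1A changed its sign to 0.00874 without a call. From the absence of a change in mRNA abundance, the paper proposes reduced translation or increased protein degradation as the origin of the lower protein levels.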

Whether oxaliplatin treatment triggers a specific ubiquitin-mediated destabilization of the core Hippo pathway remains however to be studied.

### Oxaliplatin does not activate an early Hippo transcriptional programme

Since TAZ accumulated and localized in the nucleus of oxaliplatin-treated cells, we thus wondered whether HCT116 cells treated with oxaliplatin showed a Hippo pathway transcriptional signature. To better understand the cellular responses to oxaliplatin we thus profiled the changes in gene expression after 24 h of exposure at IC 50. This analysis revealed that the expressions of only a limited number of genes were affected (fold change > 1.5, adjusted *p*-value < 0.05): 253 up-regulated and 111 down-regulated (Supplemental Figure S2 and Supplemental Table 1). 

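RNA from HCT116 cells, an established human colorectal carcinoma line, was sequenced after 24 h with 0.5 µM oxaliplatin (OXA) or without treatment (NT), with 3 libraries in each group. The sample labels describe stranded libraries made from polyadenylated RNA out of 0.5 µg of total RNA, whereas the paper's methods give 1 µg. The labels also list 1% penicillin and streptomycin in the medium, whereas the paper's methods state that no antibiotics were used. The authors mapped the reads to GRCh38 with STAR and deposited, for 27942 genes, a raw count and a normalized value per library. The raw counts summed to 34886781, 34019266 and 38903597 in NT libraries 1 to 3, and to 34201003, 32979521 and 40967880 in OXA libraries 1 to 3. Over the 3 libraries of a condition this came to 107.8 M counts in NT and 108.1 M in OXA, where the paper gives 80–100 M reads per condition. The values printed here use the deposited raw counts. The authors' normalized values were the raw counts multiplied by a factor that differed between genes as well as between libraries. In NT library 1, for example, this factor was 0.565 at percentile 1 and 1.99 at percentile 99 of the genes. The raw counts were therefore normalized again with 1 factor per library (TMM), and 13727 genes passed edgeR's filter on low counts. OXA was compared with NT by edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over these genes, which gives the edgeR adjusted p. Normalized counts are TMM-normalized counts, printed as mean ± SD with n = 3 libraries, and fold changes are OXA over NT. Pairs of libraries within a group differed by far more than counting error, with a chi-square per gene between 19.3 and 83.6, so none was the same library sequenced again. Whether the libraries of a group come from separate RNA samples or cultures cannot be told from this, because only counting error was compared. The largest chi-square values, 83.6 and 76.1, were those of NT library 1 against NT libraries 2 and 3. A fit with the replicate number as a block was made beside this comparison, and its value is given where it changes a call.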

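At an adjusted p-value under 0.05 by edgeR's quasi-likelihood test, 381 genes were higher and 315 lower in OXA than in NT among the 13727 genes tested. With a fold change over 1.5 required as well, 270 genes were higher and 198 lower. An unadjusted p-value under 0.05 was reached by 2980 genes. In 3963 genes, 28.9% of those tested, every OXA library lay above or below every NT library, where chance gives 10%, and this held for all 696 genes past the adjusted threshold. With the replicate number as a block in the fit, 1664 genes were higher and 1493 lower, among them all 696. With the fold change cutoff, the block gave 529 higher and 345 lower. The counts also changed when single libraries were left out. Without OXA library 1, 66 genes were higher and 19 lower, and without NT library 1, 623 were higher and 571 lower. Leaving out any of the other libraries lowered the counts as well. These fits compare fewer libraries, so a call lost in one of them may reflect the smaller number rather than the library left out. A test against a 1.5-fold change itself, in place of a cutoff on the estimate, called 41 genes higher and 9 lower.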

Gene ontology enrichment approaches using the g:profiler online tool (Supplemental Table 2; [42]) highlighted that amongst the main cellular processes controlled by the upregulated genes were DNA damage response (GO:0044819 mitotic G1/S transition checkpoint signaling; GO:0000077 DNA damage checkpoint signaling…), apoptosis and cell death (GO:0045569 TRAIL binding; GO:0008219 cell death; GO:0012501 programmed cell death; GO:0006915 apoptotic process …), and p53 response (GO:0072331 signal transduction by p53 class mediator), consistent with the known role of oxaliplatin generating adducts on the DNA. Indeed, many genes up-regulated have previously been associated with p53 signaling, and represent p53 canonical target genes such as CDKN1A/P21, P53I3, BAX, or TIGAR (REAC:R-HSA-3700989 Transcriptional Regulation by p53; WP:WP4963 p53 transcriptional gene network). 

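The genes that Supplemental Table 2 lists under these terms were looked up in the comparison of OXA with NT. They were selected by the paper from the same 6 libraries, so their change is not independent evidence. All 11 genes listed for mitotic G1/S transition checkpoint signaling were higher in OXA, with a median log2 fold change of 1.49, and 10 had an edgeR adjusted p under 0.05. The exception was SFN, which also was the exception among the 12 genes of DNA damage checkpoint signaling and the 21 genes of signal transduction by p53 class mediator. For apoptotic process, all 54 genes were higher and 49 passed the threshold, the others being SFN, HYPK, LMNA, TRAF4 and ADM. For cell death, 58 of 64 genes passed, and for programmed cell death 52 of 58. Log2 fold changes of the 64 cell death genes ranged from 0.50 to 3.75. All 4 genes of TRAIL binding passed, with log2 fold changes between 0.87 and 2.21. With the replicate number as a block, each gene of the GO terms named here passed the threshold. Genes named here as exceptions were chosen after their values were seen.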

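CDKN1A (ENSG00000124762, chromosome 6 of GRCh38 from 36676460 to 36687337), which encodes the cell cycle inhibitor p21, had 5143 ± 907 normalized counts in NT and 39110 ± 2895 in OXA (log2 fold change 2.93, standard error 0.15, edgeR adjusted p = 0.000445). TP53I3 (ENSG00000115129, chromosome 2 of GRCh38 from 24077433 to 24085861) went from 243 ± 62.3 to 1729 ± 34.4 normalized counts (log2 fold change 2.83, standard error 0.19, edgeR adjusted p = 0.00109). TIGAR (ENSG00000078237, chromosome 12 of GRCh38 from 4307763 to 4360028) went from 1034 ± 105 to 2369 ± 219.7 (log2 fold change 1.20, standard error 0.12, edgeR adjusted p = 0.00345). BAX (ENSG00000087088, chromosome 19 of GRCh38 from 48954815 to 48961798) went from 1302 ± 390.4 to 2981 ± 319.9 (log2 fold change 1.19, standard error 0.22, edgeR adjusted p = 0.0258). In each of these 4 genes, every OXA library lay above every NT library. CDKN1A, TP53I3 and TIGAR kept an edgeR adjusted p under 0.05 in all 6 fits that each left out 1 library, whereas BAX did so in 1 of the 6, without NT library 1, and its edgeR adjusted p reached 0.110 in the others. Of the 25 genes that Supplemental Table 2 lists for transcriptional regulation by p53, all were higher in OXA and 24 passed the threshold, the other being SFN. Of the 22 genes listed for the p53 transcriptional gene network, 21 passed, the other being TRAF4. SFN and TRAF4 passed with the replicate number as a block. SCO2 has 2 identifiers in the deposited table, and the one in Supplemental Table 1 (ENSG00000284194), with 0, 4 and 0 raw counts in NT and 14, 21 and 24 in OXA, had a log2 fold change of 3.78 (edgeR adjusted p = 0.0426). The other (ENSG00000130489) had 0.23 (edgeR adjusted p = 0.869), and how the authors' counting divided reads between them is uncertain.

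**Figure D1:**
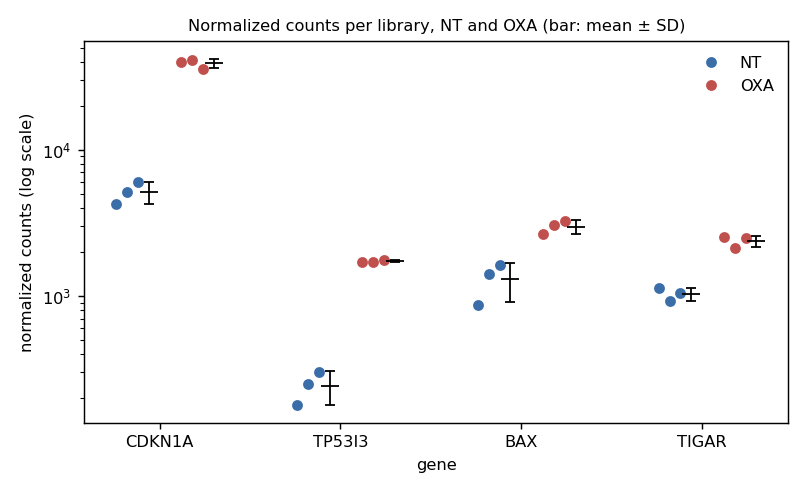
Normalized counts (log scale) of CDKN1A, TP53I3, BAX and TIGAR in the 3 NT and the 3 OXA libraries, with 1 point per library and the mean ± SD beside the points. The OXA libraries of each gene lie above its NT libraries, by a mean of 39110 against 5143 for CDKN1A and of 2981 against 1302 for BAX.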

While up-regulated genes controlled mainly cell death programs, the down-regulated genes were involved in DNA replication (GO:0006260) and cell cycle (GO:0007049) consistent with the well documented effect of DNA damage on blocking cell cycle and proliferation [1].

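All 16 genes that Supplemental Table 2 lists for DNA replication among the down-regulated genes were lower in OXA with an edgeR adjusted p under 0.05, with log2 fold changes from -1.64 to -0.71. Of the 29 genes listed for cell cycle, all were lower and 28 passed the threshold, the other, named after its value was seen, being KLHL22. Those genes were picked by the paper from these libraries. A list of 45 DNA replication genes, written from general knowledge after the paper had been read, had a median log2 fold change of -0.61, and 43 of the 45 were lower in OXA. Of the 45, 26 were lower with an edgeR adjusted p under 0.05 over all genes tested, and 38 adjusted over the list alone. The shift of the list had an adjusted p of 3.43e-37 by camera, a test of a list against all other genes, with Benjamini-Hochberg adjustment over 8 lists and a preset correlation of 0.01 between genes. With the correlation estimated from the data it was 0.0389. A list of 30 mitosis genes had a median of -0.33 (camera adjusted p = 8.61e-11), with 5 genes (TTK, KIF11, CENPF, CDC25C and MKI67) lower over all genes tested and 18 adjusted over the list alone. The replicate block gave 22 of the 30 as lower over all genes tested. With the estimated correlation, the adjusted p of the mitosis list was 0.106. Of these lists, 9 genes for DNA replication and 0 for mitosis are in Supplemental Table 1.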

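The chemokine receptor gene CXCR2 was close to the detection limit in NT, with 1.91 ± 1.83 normalized counts against 20.1 ± 5.08 in OXA (log2 fold change 3.27, standard error 0.63, edgeR adjusted p = 0.0302). EBI3, which encodes a subunit of interleukin 27, had 8.01 ± 5.35 normalized counts in NT and 46.7 ± 10.6 in OXA (log2 fold change 2.50, standard error 0.46, edgeR adjusted p = 0.0258). NLRP1, an inflammasome gene, went from 140.2 ± 17.9 to 309 ± 45.7 (log2 fold change 1.14, standard error 0.18, edgeR adjusted p = 0.0157). IL17RB, a receptor subunit for interleukin 17, went the other way, from 512 ± 40.2 to 269 ± 22.1 (log2 fold change -0.93, standard error 0.13, edgeR adjusted p = 0.0115). The direction of the 4 genes was the same in all 6 fits that each left out 1 library, but an edgeR adjusted p under 0.05 was reached in 1 of these fits for CXCR2, in 2 for EBI3, in 2 for NLRP1 and in 3 for IL17RB.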

Amongst the genes mis-regulated were also genes related to inflammation and immune cell recruitment (e.g. the upregulated genes CXCR2, EBI3/IL-27, or NLRP1, and the downregulated gene IL17RB) consistent with the previously reported role of oxaliplatin during immune cell death [55]. These analyses also highlighted several genes involved in cell architecture, namely cytoskeleton and junctional complexes. 

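COL12A1 (ENSG00000111799, chromosome 6 of GRCh38 from 75084326 to 75206267) had 3134 ± 228 normalized counts in NT and 6620 ± 279 in OXA (log2 fold change 1.08, standard error 0.090, edgeR adjusted p = 0.00229). COL5A1 had 1, 1 and 2 raw counts in the NT libraries and 14, 16 and 7 in the OXA libraries, which is below the filter on low counts, so it was not tested. Against a floor of 3 counts, it was at least 4.31-fold higher in OXA. Among the laminin chains, LAMA3 went from 284 ± 45.5 to 1092 ± 79.1 normalized counts (log2 fold change 1.94, standard error 0.15, edgeR adjusted p = 0.00170), and LAMB3 from 703 ± 204 to 1951 ± 223 (log2 fold change 1.47, standard error 0.22, edgeR adjusted p = 0.0130). LAMC1 rose less, from 6869 ± 467 to 10013 ± 612 (log2 fold change 0.54, standard error 0.091, edgeR adjusted p = 0.0206), a fold change under 1.5. The integrin gene ITGA3 went from 8647 ± 2767 to 17326 ± 2031 and did not pass the threshold in this comparison (log2 fold change 1.00, standard error 0.23, edgeR adjusted p = 0.0539), but did with the replicate number as a block (edgeR adjusted p = 0.00782). When each library was left out in turn, COL12A1 and LAMA3 passed in all 6 fits, LAMB3 in 2, and LAMC1 and ITGA3 in 1 each, the fit without NT library 1.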

Amongst the most striking features were changes in the expression of integrin and extracellular matrix proteins engaging Integrins and Focal Adhesions: collagens COL5A1 and COL12A1, as well as laminins LAMA3, LAMB3, and LAMC1 and integrin ITGA3. These observations suggest that treated cells might remodel their extracellular matrix, their Focal Adhesions, and the signaling pathways associated. The RNA-Seq analyses also revealed many changes to the cytoskeleton, including an upregulation of several keratin-based intermediate filaments (KRT15/19/32) and associated factors (KRTAP2-3 and SFN). 

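KRT15 had 202 ± 48.5 normalized counts in NT and 583 ± 62.1 in OXA (log2 fold change 1.53, standard error 0.20, edgeR adjusted p = 0.00908). Without OXA library 2 or OXA library 3 it missed the threshold, with an edgeR adjusted p of up to 0.0518. KRT32 was low in both groups, at 4.16 ± 3.14 and 25.9 ± 5.03 normalized counts (log2 fold change 2.58, standard error 0.51, edgeR adjusted p = 0.0340), and passed the threshold in 1 of the 6 fits that each left out 1 library. KRT19, the most abundant of the 3 keratin genes, went from 12220 ± 5049 to 29835 ± 5640 with a large spread between libraries (log2 fold change 1.29, standard error 0.32, edgeR adjusted p = 0.0616). KRTAP2-3, which encodes a keratin-associated protein, went from 21.4 ± 7.54 to 153 ± 31.2 (log2 fold change 2.84, standard error 0.32, edgeR adjusted p = 0.00489). KRTAP2-3 belongs to a multigene family, so its counts depend on how the authors' counting treated reads shared between members. SFN, which encodes 14-3-3 sigma, went from 2340 ± 1099 to 6553 ± 1411 (log2 fold change 1.49, standard error 0.36, edgeR adjusted p = 0.0605). KRT19 and SFN thus missed the threshold, although every OXA library lay above every NT library in both. With the replicate number as a block, the edgeR adjusted p was 0.00673 for KRT19 and 0.00767 for SFN. Without NT library 1 it was 0.00526 for KRT19 and 0.00427 for SFN, at log2 fold changes of 0.98 and 1.14.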

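WDR63, listed under its current symbol DNAI3, had 91.7 ± 27.6 normalized counts in NT and 377 ± 23.6 in OXA (log2 fold change 2.04, standard error 0.23, edgeR adjusted p = 0.00521). CYFIP2, which encodes a subunit of the WAVE complex, went from 4607 ± 132 to 10543 ± 520.4 (log2 fold change 1.19, standard error 0.082, edgeR adjusted p = 0.00117). WASF3 was lower in OXA, at 183 ± 35.4 normalized counts against 255 ± 33.9, without passing the threshold (log2 fold change -0.48, standard error 0.20, edgeR adjusted p = 0.209), but with the replicate number as a block the edgeR adjusted p was 0.0332. RHOD went from 372 ± 104 to 924 ± 169.5 (log2 fold change 1.31, standard error 0.23, edgeR adjusted p = 0.0234), and EZR from 52601 ± 4358 to 84402 ± 2987 (log2 fold change 0.68, standard error 0.094, edgeR adjusted p = 0.00987). Of the 3 RAP2 genes, RAP2B was higher in OXA (log2 fold change 0.49, standard error 0.083, edgeR adjusted p = 0.0210), whereas RAP2A (log2 fold change -0.13, edgeR adjusted p = 0.570) and RAP2C (log2 fold change -0.021, edgeR adjusted p = 0.955) differed by less than the spread between libraries. The small change of RAP2C reversed its sign when NT library 1 or OXA library 2 was left out. ARHGAP18 was lower in OXA, with 7250 ± 521 normalized counts against 10742 ± 844 (log2 fold change -0.57, standard error 0.10, edgeR adjusted p = 0.0214). Of the 6 fits that each left out 1 library, DNAI3 and CYFIP2 passed in all, EZR and ARHGAP18 in 2, and RHOD and RAP2B in 1.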

Several genes controlling the actin cytoskeleton were also affected such as the branched actin regulators WDR63, CYFIP2, or WASF3, or different genes predicted to control RHO activity (up: RHOD, EZR, and RAP2; down: ARHGAP18).

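AXL (ENSG00000167601, chromosome 19 of GRCh38 from 41219223 to 41261766), a receptor tyrosine kinase gene, had 2082 ± 232 normalized counts in NT and 3939 ± 76.0 in OXA (log2 fold change 0.92, standard error 0.10, edgeR adjusted p = 0.00489), and passed the threshold in all 6 fits that each left out 1 library. CTGF, listed under its current symbol CCN2, had 145 ± 17.0 normalized counts in NT and 224 ± 30.6 in OXA (log2 fold change 0.63, standard error 0.18, edgeR adjusted p = 0.0864). For CCN1 the values were 456 ± 30.2 and 619 ± 56.1 (log2 fold change 0.44, standard error 0.12, edgeR adjusted p = 0.0863). In both genes every OXA library lay above every NT library, but the difference did not pass the threshold in this comparison. With the replicate number as a block it did, with an edgeR adjusted p of 0.0420 for CCN2 and 0.0167 for CCN1, at log2 fold changes of 0.62 and 0.44. BIRC2 had 1889 ± 215 normalized counts in NT and 2031 ± 133 in OXA, and the groups overlapped (log2 fold change 0.10, standard error 0.11, edgeR adjusted p = 0.643). The block left BIRC2 without a call (edgeR adjusted p = 0.303). When trends of each library on GC content and transcript length were also removed, a setting chosen after seeing the data, its edgeR adjusted p was 0.00365 at a log2 fold change of 0.20.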

Importantly, when considering the role of the Hippo pathway during resistance in CRC, with the exception of AXL, none of the “classic” YAP/TAZ target genes such as CTGF, CYR61/CCN1, or BIRC2 were up-regulated after oxaliplatin treatment. Similarly, none of the reported YAP/TAZ target genes involved in cell cycle progression, cytoskeleton regulation, or drug resistance [41, 57] were up-regulated in response to oxaliplatin. This suggests that either YAP/TAZ-mediated transcription is not activated following oxaliplatin, or that it controls an alternative YAP/TAZ program, specific to the oxaliplatin and/or DNA damage cellular context. Indeed, performing pathway analyses on the mis-regulated genes did not highlight any signature for Hippo signaling. However, it highlighted a strong activation of p53 signaling (Supplemental Table S2), and motif enrichment analyses suggested that the p53 family of transcription factors were the main controllers of the up-regulated genes.

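Target genes of YAP and TAZ were tested as lists written from general knowledge, which were not matched to the lists of the studies cited. In a list of 22 genes, 19 were tested and 17 of these were higher in OXA, with a median log2 fold change of 0.28 (camera adjusted p = 2.13e-05). The 3 genes higher with an edgeR adjusted p under 0.05 over all genes tested were AXL, CRIM1 and NT5E, and 10 were higher adjusted over the list alone. The log2 fold change was 0.45 for CRIM1 (edgeR adjusted p = 0.0361) and 0.50 for NT5E (edgeR adjusted p = 0.0485), both under a fold change of 1.5. With the replicate number as a block, 10 genes of the list were higher over all genes tested. The shift of this list passed by fry (adjusted p = 0.00316) but not by camera with the correlation between genes estimated from the data (adjusted p = 0.0833). In a list of 54 genes, which shares 10 genes with the other and includes genes of the cell cycle, 48 were tested, 21 of these were higher, and the median was -0.064 (camera adjusted p = 0.669). Over all genes tested, 4 genes of it were higher and 3 lower, and adjusted over the list alone 9 were higher and 7 lower. Those higher included AXL, CRIM1 and NDRG1, the last with a log2 fold change of 1.08 (edgeR adjusted p = 0.0209). The 3 lower were DUT, EMP2 and STMN1, and with the block 12 were higher and 14 lower.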

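A list of 45 p53 target genes, written from general knowledge after Supplemental Table 1 had been read, was tested as a set. Of the 43 genes tested, 41 were higher in OXA, with a median log2 fold change of 1.14 and a range from -0.39 to 2.93. Over all genes tested, 34 were higher with an edgeR adjusted p under 0.05 and 0 were lower, and adjusted over the list alone 39 were higher and 1, KITLG, was lower. In the fit with the replicate block, 38 were higher over all genes tested and 1, KITLG, was lower. At an unadjusted p-value under 0.05, 39 were higher and 1 lower. Since 30 of the 45 are in Supplemental Table 1, which the paper drew from these libraries, the list is not independent of them. The shift had an adjusted p of 2.67e-87 by camera, 0.000150 by fry and 0.00319 by camera with the correlation estimated from the data. Under fry the calls of the DNA replication, mitosis, epidermal differentiation and 22-gene YAP/TAZ lists held as well, and under the estimated correlation those of the p53, DNA replication and epidermal differentiation lists. The median of this list stayed between 1.06 and 1.15 in the 6 fits that each left out 1 library. From motif enrichment, the paper proposes the p53 family of factors as main controllers of the genes that rose.

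**Figure D2:**
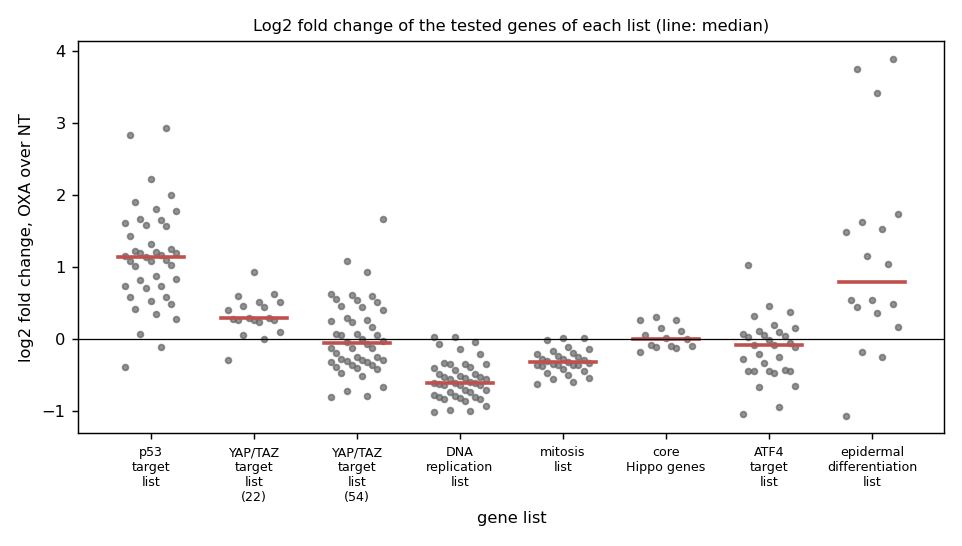
Log2 fold change, OXA over NT, of the tested genes of 8 gene lists, with 1 point per gene and a line at the median of each list. The median is 1.14 for the p53 target list, -0.61 for the DNA replication list, 0.28 for the 22-gene YAP/TAZ list and -0.00171 for the core Hippo genes.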

Taken together, these results suggest that upon oxaliplatin treatment, HCT116 cells implement an early cell death program, which is likely mediated by the elevated p53 levels, and many “bona-fide” p53 direct target genes involved in cell death are upregulated. Unlike other treatments such as cisplatin, doxorubicin, and etoposide [26, 52], oxaliplatin is unlikely to mobilize the p73 anti-tumoral response since p73 levels are decreased upon oxaliplatin treatment. The difference is striking when considering closely related platinum compounds such as cisplatin and oxaliplatin. This difference is unlikely due to timing as we could not observe any p73 up-regulation after oxaliplatin treatment even after shorter or longer exposures. Even though dose comparisons between different compounds is tricky, we note that the cisplatin dose was 50 times higher than that of oxaliplatin. Alternatively, while both are thought to act primarily as generators of lethal amounts of DNA breaks, their difference in mobilizing either p73 (cisplatin) or p53 (oxaliplatin) might arise from different alternative cellular effects independent of DNA damage.

### YAP or TAZ are dispensable for Oxaliplatin-mediated cell death

Our results on the role of the Hippo pathway during sensitivity to oxaliplatin treatment suggests therefore that although the Hippo pathway appears downregulated, and that TAZ accumulates in the nucleus of treated cells at 24 h, this does not lead to the activation of previously reported YAP/TAZ target genes [41, 57]. We thus wondered what would be the role of YAP and TAZ in the response to oxaliplatin treatment. Indeed, other anti-cancer drugs such as cisplatin have been shown to promote cell death in part through the implementation of a p73/YAP-dependent cell death program. Mechanistically, it has been proposed that DNA damage induced by cisplatin stabilizes YAP which then binds and protects p73 from ITCH-mediated degradation [28]; the p73/YAP complex accumulates in the nucleus to turn on the expression of p73 target genes involved in cell death [26, 52, 53]. We thus wondered whether the accumulation of TAZ (and the moderate accumulation of YAP) in the nucleus could also participate in the cell death induced by oxaliplatin.

To test the requirement of YAP and TAZ, we invalidated YAP and TAZ by RNA interference. The sole invalidation of YAP by shRNA or TAZ by siRNA led to a very modest reduction in oxaliplatin sensitivity (IC50 in *shYAP* or siTAZ were determined at 0.62 and 0.59 respectively compared to 0.52 in *shLuc* controls) (Fig. 3A&C). It is noteworthy that, under the culture conditions used, YAP appeared dispensable for HCT116 cells since the shRNA led to a knock-down efficiency > 90%. We could not formerly assess whether normal TAZ levels were required for cell survival as we used siRNA whose action is limited in time. The fact that YAP depletion alone does not increase the IC50 suggests that the cell death in response to oxaliplatin might not be dependent (or only marginally) on the YAP/p73 complex as previously reported for other DNA-damage inducing compounds [26, 28, 52], but depends on alternative mechanisms.

**Fig. 3:**
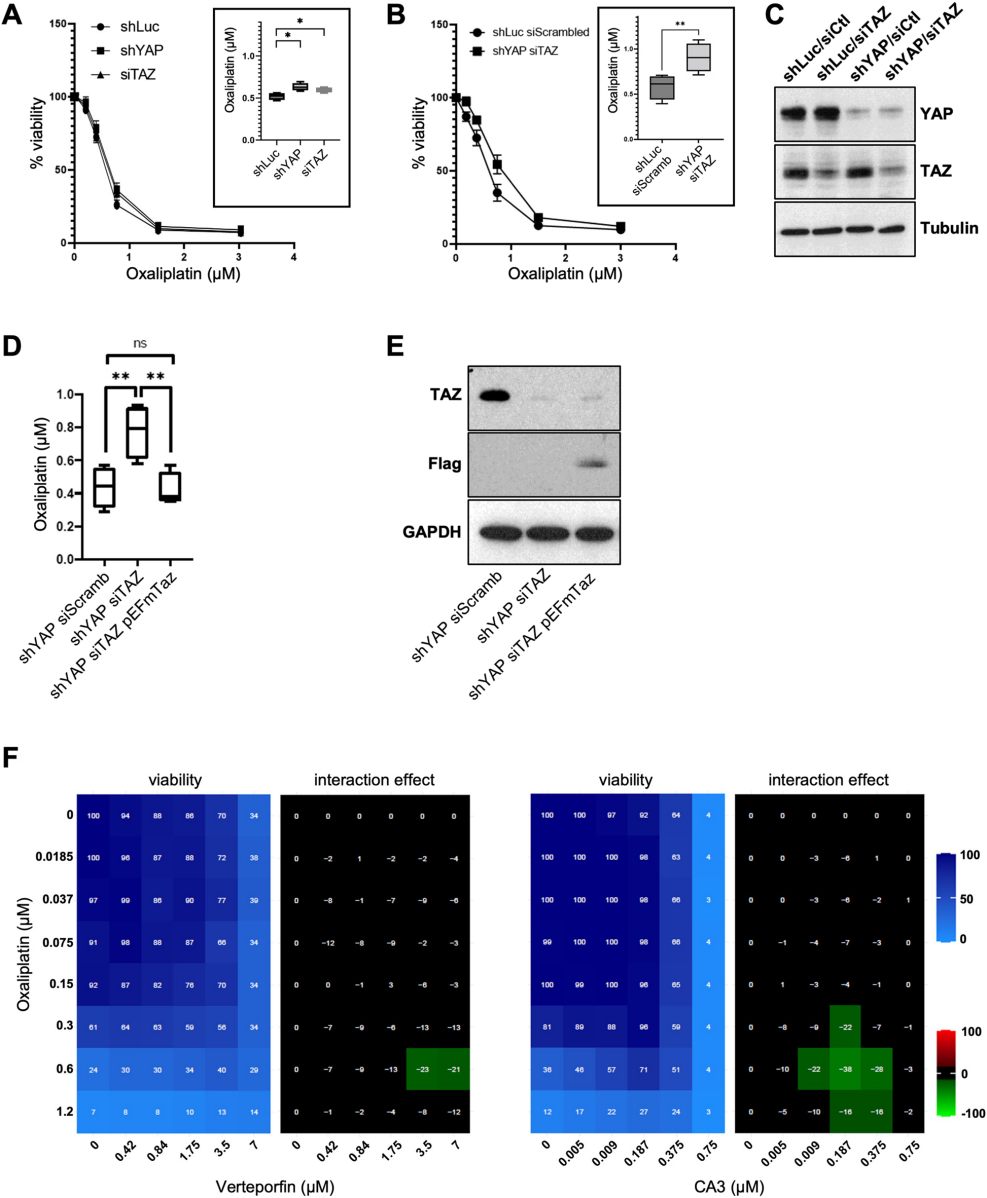
YAP and TAZ accelerate oxaliplatin-mediated cell death. **A** HCT116-*shLuc,* HCT116-*shYAP*, and HCT116 transfected with *siTAZ* were treated with increasing doses of oxaliplatin for 96 h. Cell viability analysis was then assessed using SRB assay and the IC50 of oxaliplatin was calculated as the concentration needed to kill 50% of the cells (shown in the inset). One-way ANOVA statistical test, * *p* < 0.05. **B** HCT116-*shYAP-siTAZ* and HCT116-*shLuc-siCtl* (control) cell lines were treated with increasing doses of oxaliplatin for 96 h. Cell viability analysis was then assessed using SRB assay and the IC50 of oxaliplatin was calculated as the concentration needed to kill 50% of the cells (shown in the inset). Paired two-tailed Student’s t-test, ** *p* < 0.01. **C** Western blot analysis showing protein expression of TAZ and YAP in HCT116-*shLuc*, *-siTAZ*, *-shYAP* and both *-shYAP-siTAZ* used in panel A and B. Tubulin was used as a loading control (*n* = 3). **D** HCT116-*shYAP-siScramb* (control), HCT116-*shYAP-siTAZ,* and HCT116-*shYAP-siTAZ* transfected with a Flag tagged murine Taz *(pEFmTaz)* cell lines were treated with increasing doses of oxaliplatin for 96 h. Cell viability analysis was then assessed using SRB assay and the IC50 of oxaliplatin was calculated as the concentration needed to kill 50% of the cells. Paired two-tailed Student’s t-test, ** *p* < 0.01, ns non-significant. **E** Western blot analysis showing protein expression of TAZ and Flag in the different cell lines used in panel D. GAPDH was used as a loading control. **F** HCT116 cells were incubated with increasing concentrations of oxaliplatin and either Verteporfin or CA3. Cell viability was assessed with the SRB assay in 2D to obtain the viability matrix. Drug concentrations were as follows: Verteporfin (from 0.437 to 7 µM), CA3 (from 0.004 to 0.75 µM) and Oxaliplatin (from 0.0185 to 1.2 µM). The synergy matrices were calculated as described in “Materials and methods” section

### YAP and TAZ sensitize to cell death in response to oxaliplatin

We then investigated whether YAP and TAZ could act redundantly. Strikingly, while the depletion of YAP or TAZ had hardly any effect, the combined knock-down of both YAP (*shYAP*) and TAZ (*siTAZ*), resulted in a clear increase in resistance to oxaliplatin, where the IC50 reached 0.91 µM in *shYAP/siTAZ* HCT116 cells compared to 0.58 µM in *shLuc/siScrambled* HCT116 control cells (Fig. 3B&C), highlighting that YAP and TAZ participate to cell death in response to oxaliplatin. The effects observed were specific to the *siTAZ*, since we observed a re-sensitization of treated cells when complementing them with an expression vector for a murine version of *Taz* insensitive to the *siTAZ* designed against human *TAZ* (Fig. 3D&E). We then wondered whether the increased sensitivity promoted by TAZ could be dependent on p73, in a similar mechanism as proposed for cisplatin. However, while p53 accumulated in response to oxaliplatin in HCT116, p73 levels were decreased, undermining the role of p73 in response to this drug (Fig. 1C). This absence of p73 stabilization is consistent with the absence of increased YAP levels after oxaliplatin treatment (Fig. 2B). These results highlight that, although overexpressed YAP could bind and stabilize endogenous p73 (Supplemental Figure S3A; [28, 52, 53]), oxaliplatin treatments at the clinically relevant doses used, do not lead to YAP and p73 stabilization. We then confirmed that TAZ cannot bind p73 (Supplemental Figure S3A), ruling out that the elevated nuclear TAZ following oxaliplatin could act through a transcriptional complex with p73 to enhance cell death. A recent study reported a direct interaction between TAZ and p53 in MCF7 and HCT116 cells, which resulted in the inhibition of p53 activity towards senescence [35]. However, when we performed co-immunoprecipitation experiments, we were unable to document any interaction between over-expressed YAP or overexpressed TAZ with endogenous p53 in normal or oxaliplatin treated HCT116 cells (Supplemental Figure S3A). Furthermore, the increased oxaliplatin resistance of cells upon *YAP/TAZ* knockdown supports strongly that YAP and TAZ act to promote cell death and thus cooperate with p53 rather than antagonize its activity as suggested before [35]. Taken together, these results suggest that the sensitivity of HCT116 cells to oxaliplatin mediated by YAP and TAZ is not mediated by the direct interaction of YAP or TAZ to p53 or p73.

### Increased resistance to oxaliplatin upon YAP/TAZ activity blockade

The sh/siRNA interference results suggested that YAP and TAZ were required for sensitivity to oxaliplatin. To validate independently the knock-down experiments, we used a pharmacological approach with drugs targeting YAP/TAZ activity and monitored their action in combination with oxaliplatin. We performed 2D matrices co-treatment analyses in which cells were treated with increasing amounts of oxaliplatin and of the YAP/TAZ inhibitors verteporfin or CA3 (Fig. 3G and Supplemental Figure S1B &C; [34, 50]). In both cases, the co-treatments led to a marked increase in the HCT116 resistance to oxaliplatin. The mode of action of verteporfin remains unclear and might involve increased retention in the cytoplasm of YAP and TAZ, or their degradation, preventing them from complexing in the nucleus with their transcription factor partners [60]. A recent study showed that CA3 reduced the transcriptional activity mediated by YAP/TAZ-TEAD (reduction in target genes expression), with only minor effects on YAP protein levels [36]. Even though the exact mode of action of verteporfin and CA3 remain unclear, the increased resistance to oxaliplatin observed by co-treating cells with YAP/TAZ pharmacological inhibitors, confirms the results obtained with the genetic knock-down. Given that the effects of oxaliplatin on protein accumulation and nuclear relocalization were mostly seen for TAZ, our results support a model where increased TAZ activity participate in the sensitivity of CRC cells to oxaliplatin.

### The p53 status of cancer cells impacts the role of YAP/TAZ on oxaliplatin sensitivity

We then tested different CRC cell lines to test whether the antagonism between YAP/TAZ inhibition and oxaliplatin treatment is specific to HCT116 cells. Transcriptomic analysis of treated HCT116 cells highlighted a major p53 signature (Supplemental Tables S1 and 2), suggesting that cell death and sensitivity to oxaliplatin might be strongly influenced by the p53 status of the cells. We obtained similar results as for HCT116 with the p53 wild-type LoVo cells (nuclear TAZ relocalization and antagonism with Verteporfin and CA3; Fig. 4A&B). The importance of a wild-type p53 context was further supported by the observation that HCT116 cells mutant for p53 (deletion of the first exon; [7]) completely abolished the antagonism between YAP/TAZ drugs and oxaliplatin (Fig. 5A).

**Fig. 4:**
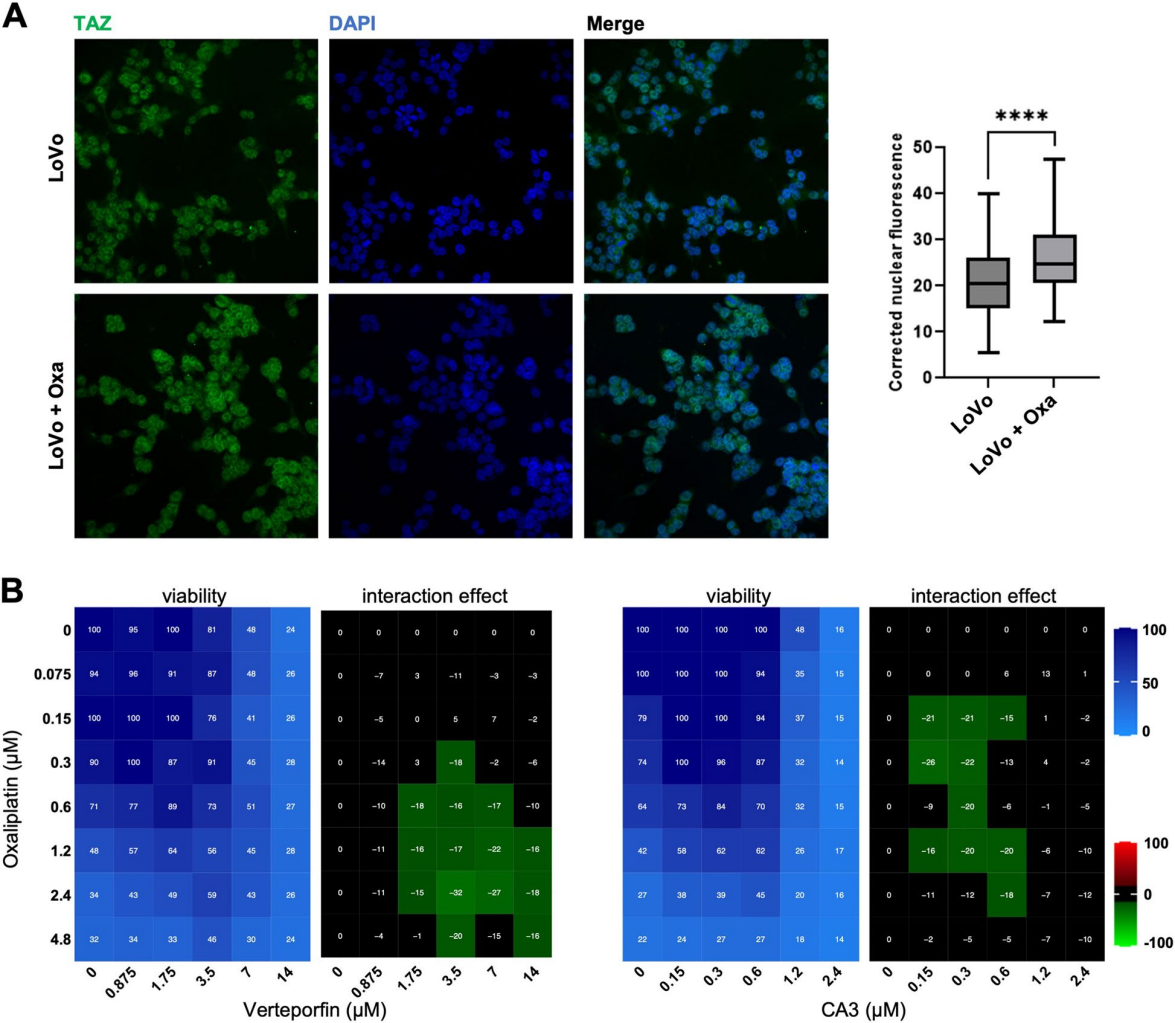
Oxaliplatin treatment effects in LoVo cells. **A** Immunofluorescence experiments performed on LoVo cells treated or not, with oxaliplatin at IC50 (0.6 μM) monitoring TAZ nuclear localization (green). DAPI (blue) was used to stain DNA and the nuclei. Quantifications are shown on the right side of the figure and are represented as the corrected nuclear fluorescence. Data are represented as the mean ± SEM. Unpaired two-tailed Student’s t-test; **** *p* < 0.0001. **B** LoVo cells were incubated with increasing concentrations of oxaliplatin and either Verteporfin or CA3. Cell viability was assessed with the SRB assay in 2D to obtain the viability matrix. Drug concentrations were as follows: Verteporfin (from 0.875 to 14 µM), CA3 (from 0.15 to 2.4 µM) and Oxaliplatin (from 0.075 to 4.8 µM). The synergy matrices were calculated as described in “Materials and methods” section

**Fig. 5:**
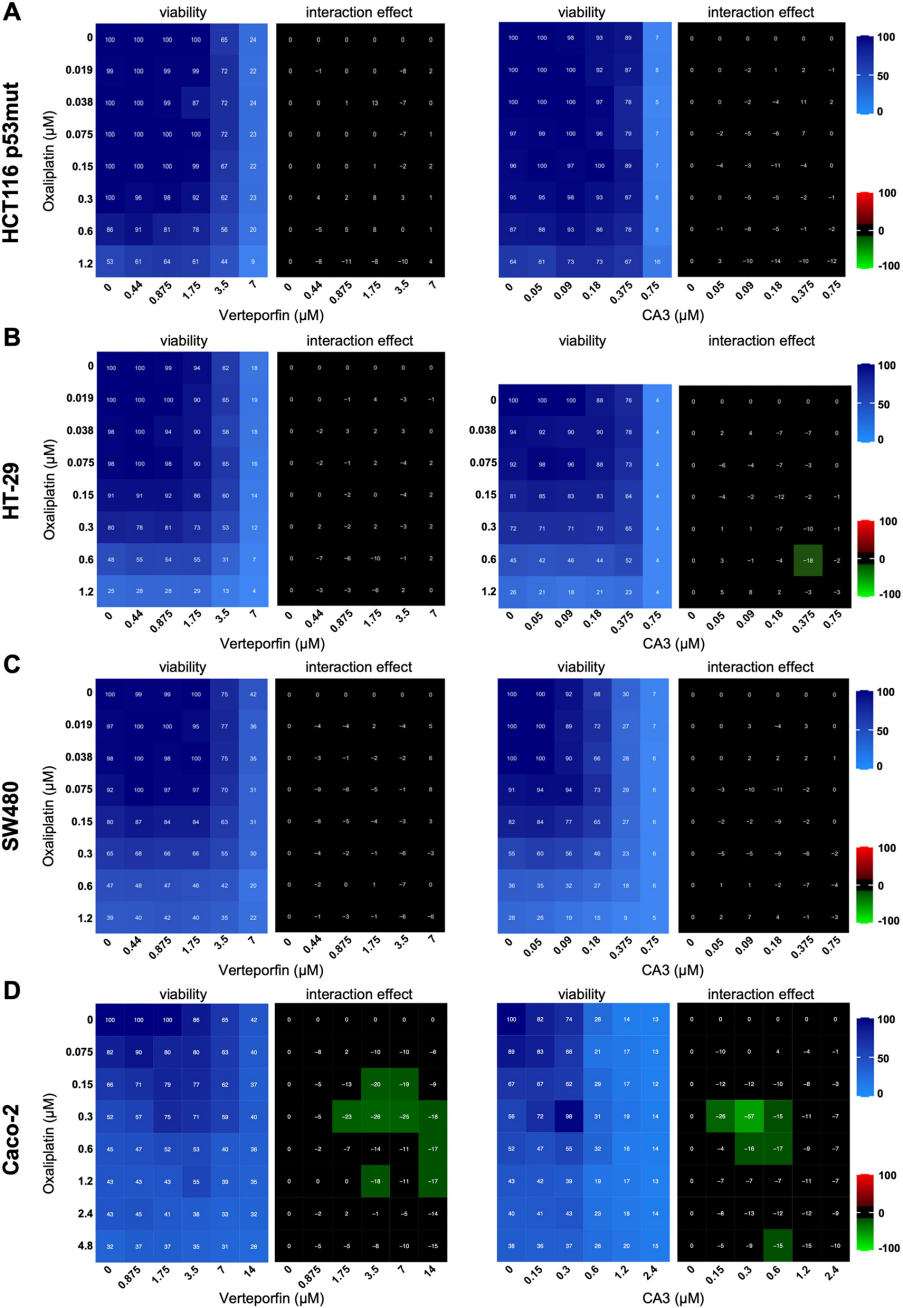
Oxaliplatin and YAP/TAZ drugs interactions in p53 mutant CRC cell lines. **A-D** HCT116 p53mut (**A**), HT-29 (**B**), SW480 (**C**), and Caco-2 (**D**) cells were incubated with increasing concentrations of oxaliplatin and either Verteporfin or CA3. Cell viability was assessed with the SRB assay in 2D to obtain the viability matrix. The synergy matrices were calculated as described in “Materials and methods” section

We then investigated different CRC cell lines mutant for p53: HT-29 (mutation R273H), SW480 (mutation R273H), and Caco-2 (mutation E204*). We did not observe any interaction between anti YAP/TAZ drugs and oxaliplatin in HT-29 and SW480 cells, consistent with the importance of the p53 context (Fig. 5B&C). However, in Caco-2 cells, the fourth p53 mutant cell line tested, we could observe an antagonism between oxaliplatin and verteporfin or CA3 treatments, similar to what was observed for the p53 wild-type HCT116 and LoVo cells (Fig. 5D). Amongst the p53 mutant CRC cells, Caco-2 appear thus to behave differently. The reason remains to be identified, but this might be dependent on the type of p53 mutation. Indeed, it is now well established that the different p53 mutations are not equivalent and confer specific behaviors [10]. Another reason might be the epithelial characteristics of Caco-2 cells. Indeed, unlike most other CRC cell lines, Caco-2 retain highly organized intercellular junctions, and can form epithelial sheets [37].

Together these results suggest that the antagonism between anti YAP/TAZ drug and oxaliplatin might be dependent on a wild-type p53 status. The situation in p53 mutants cells appears more diverse with most cell lines tested showing independent actions of the drugs.

### Src inhibition by Dasatinib reduces HCT116 cells sensitivity to oxaliplatin

The results suggest thus that preventing TAZ signaling in the early phases of oxaliplatin treatment would represent a counter-productive approach, leading to reduced efficacy of oxaliplatin to induce cell death. Besides the canonical Hippo signaling pathway, the nucleo-cytoplasmic shuttling of YAP and TAZ is under the control of many other inputs. In particular, YAP and TAZ retention in the nucleus is promoted by the action of different tyrosine kinases, such as ABL or SFKs (Src Family Kinases) which phosphorylate the C-termini of YAP and TAZ (Y357 or Y316 respectively; [8, 13, 16, 21, 25, 30]). Due to its high relevance for colon cancer, we focused our analysis on SRC, frequently activated in colon carcinoma [49]. An earlier study showed that depending on the colon cancer cell line considered, SRC could be activated, inhibited, or not affected following oxaliplatin treatment [24]. We could replicate that SRC was not activated after 24 h of oxaliplatin treatment in HCT116 cells (as measured by phosphorylation on Y416; Fig. 6A). Working with HCT116, we are thus in a position to test the contribution of SRC to YAP/TAZ shuttling during oxaliplatin treatment without the complications arising from treatment-induced acute SRC activation. Previous reports suggested that the classic SRC kinase inhibitor Dasatinib could be used as a drug to prevent YAP/TAZ signaling [46]. Indeed, combining Dasatinib with oxaliplatin treatment, prevented the nuclear accumulation of TAZ (Fig. 6B). The addition of Dasatinib to oxaliplatin treated cells led to a dramatic reduction of the TAZ nuclear staining when compared to oxaliplatin alone (95% reduction; see “Materials and methods” section. It should be noted however, that Dasatinib treatment at 50 nM reduced slightly the elevated global TAZ levels observed in response to oxaliplatin (Fig. 6A). Nevertheless, even though TAZ appeared a bit more unstable in presence of Dasatinib, its nucleo-cytoplasmic ratio was still profoundly affected by Dasatinib, preventing nuclear accumulation (Fig. 6B).

**Fig. 6:**
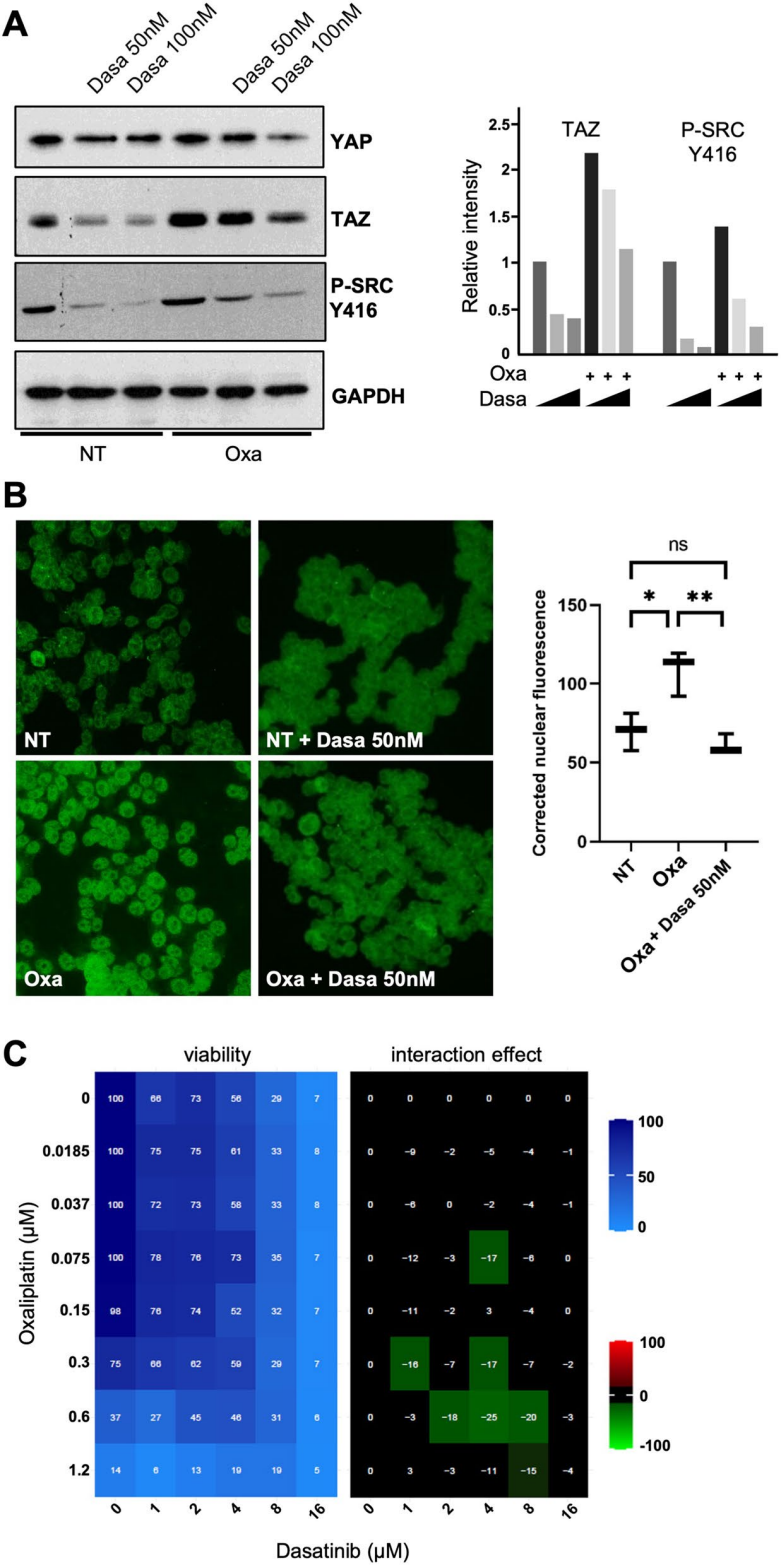
Src inhibition by Dasatinib reduces HCT116 cells sensitivity to oxaliplatin. **A** Western blot analysis showing protein expression of YAP and TAZ in HCT116 treated, or not, with oxaliplatin (0.5 µM) and/or Dasatinib (50 nM and 100 nM). Phopsho-SRC blotting was used to evaluate the inhibition of SRC activity using Dasatinib. GAPDH was used as a loading control (*n* = 3). Quantification of the blots (performed using Image J software) is shown on the right side of the figure. **B** Immunofluorescence experiments performed in HCT116 cells treated, or not, with oxaliplatin (0.5 µM) and/or Dasatinib (50 nM) monitoring YAP (top panels) and TAZ (bottom panels) nuclear localization (red). DAPI (blue) was used to stain DNA and the nuclei. Quantification of both stainings are shown on the right side of the figures and are represented as the corrected nuclear fluorescence. Data are represented as the mean ± SEM (*n* = 3). Unpaired two-tailed Student’s t-test; ****p < 0.0001. **C** HCT116 colorectal cancer cell lines were incubated with increasing concentrations of oxaliplatin and Dasatinib. Cell viability was assessed with the SRB assay in 2D to obtain the viability matrix. Drug concentrations were as follows: Dasatinib (from 1 to 16 µM) and oxaliplatin (from 0.0185 to 1.2 µM). The synergy matrix was calculated as described in “Materials and methods” section

We thus asked what would be the combined effect of Dasatinib treatment and oxaliplatin in HCT116 cells. We thus performed 2D matrices co-treatment analyses in which cells were treated with increasing amounts of oxaliplatin and of Dasatinib using drug ranges encompassing their respective IC50 (0.5 µM for oxaliplatin and 8 µM for Dasatinib; Supplemental Figure S1A&D). Strikingly combining both drugs showed clear regions of antagonism, suggesting that Dasatinib treatment reduced HCT116 cells sensitivity to oxaliplatin (Fig. 6C). These results further support a model in which the nuclear relocalization of TAZ in response to oxaliplatin treatment sensitizes cells, and caution the use of Dasatinib in combination to oxaliplatin.

### YAP/TAZ promote cell death in the early response to chemotherapeutic agents

Taken together the results presented here show that oxaliplatin promotes the fast nuclear relocalization of TAZ which then participates to the cells sensitivity to oxaliplatin. Given that we could not find any interaction between TAZ and p53 family members, but that the nuclear localization of TAZ is required for its effect, we could envision several models:

i) either the TAZ/TEAD transcription complex, in the context of DNA damage and p53 activation, promotes the transcription of specific early response genes promoting cell death;
ii) or the slight increase at the transcriptional level of “classic” YAP/TAZ/TEAD targets involved in proliferation sensitizes cells to DNA damage and replicative stress (*shYAP/siTAZ* HCT116 cells proliferated less rapidly than control cells which might protect them from the damages induced by oxaliplatin; Supplemental Figure S3B);
iii) or alternatively, TAZ acts through a new complex involved in cell death, independently of TEAD.

More studies should help to distinguish between these potential models.

YAP and TAZ, have been implicated in the resistance to various chemotherapies or targeted therapies in different cancers [22, 38, 65]. It should be noted that the current study focuses on the immediate effects of oxaliplatin within the first hours after exposure. Whether YAP and TAZ are later important for the maintenance of the resistance acquired by the surviving clones is not addressed in this study. Hints towards this later role of YAP/TAZ, are suggested by the elevated YAP levels reported in many cancer cells following resistant clone selection (our own unpublished results, and [22, 38, 65]. Functional studies impairing YAP demonstrated that YAP is indeed required for the tumorigenicity of resistant cells [64]. Furthermore, elevated YAP and TAZ nuclear staining is frequently observed in patients tumor samples, including in CRCs [29, 33, 51, 56]. In advanced cancers, almost all patients undergo one or more rounds of treatment before surgery, if surgery is possible. It is thus unclear whether the increased YAP/TAZ nuclear levels observed in tumor samples reflect primary response to treatment (as suggested by the current study), or whether they represent a secondary state that might have been selected in the cells resistant to treatment.

The Hippo core kinases MST1/2 and LATS1/2 represent the main regulators of YAP and TAZ activities. These core Hippo pathway kinases have also been implicated in CRC [11, 31]. But it should be noted that YAP/TAZ stability and nuclear localization are also regulated by alternative mechanisms independent of the Hippo core kinases, such as mechanical cues, cytoplasmic trapping by AMOTs [17, 41, 66] or by their C-terminal phosphorylation on key tyrosine residues [8, 13, 30]. Thus, although oxaliplatin treated cells showed signs of lower Hippo core kinase activity, the current study did not formerly establish whether core Hippo kinases were involved in the sensitivity of CRC cells to oxaliplatin.

The current study investigates the early response to oxaliplatin, supporting an early tumor suppressive role of YAP/TAZ in response to treatment, in which, in the context of detrimental DNA damage and a wild type p53 activity, YAP/TAZ activity promotes cell death. Is this role general or is it specific to CRCs and oxaliplatin? Independently of the mechanism involved (YAP/p73 complex as previously reported or alternative TAZ-mediated mechanisms as shown here), different breast and colon cancer cell lines mobilize YAP or TAZ to promote cell death in response to many different DNA damaging agents [6, 26, 28, 52, 53]. This anti-tumoral role appears evolutionarily conserved and in *Drosophila* the YAP/TAZ homologue Yki promotes cell death in response to different stress inducing agents [12], further suggesting that YAP/TAZ might promote cell death in response to chemotherapeutic agents in other cancers beside CRCs and breast cancers. When considering drugging YAP/TAZ signaling in the treatment of CRCs and other cancers, special attention should thus be given to drug combinations, and importantly the sequence in which they will be used, in particular for tumors with wild-type p53.

### Supplementary Information

**Supplementary Material 1.**

**Supplementary Material 2.**

**Supplementary Material 3.**

## Data Availability

The raw RNA-Seq data generated in this study is available in GEO under accession number GSE227315. Other data that support the findings of this study are available from the corresponding authors upon request.

## Abbreviations

53BP1: 53 Binding Protein-1
5-FU: 5-Fluorouracil
AMOT: Angiomotin
BSA: Bovine serum albumin
CRC: Colorectal cancer
CTCF: Corrected total cell fluorescence
CTGF: Connective tissue growth factor
EGFR: Epidermal growth factor receptor
IC50: Half maximal inhibitory concentration
LATS: Large tumor suppressor
MOB1: Mps one binder kinase activator 1
MSI: Microsatellite instable
MST: Mammalian Ste20-like
NF2: Neurofibromatosis type 2
ns: Not significant
NT: Not treated
Oxa: Oxaliplatin
PBS: Phosphate buffer saline
RIN: RNA integrity number
SEM: Standard error of the mean
SFK: Src family kinase
shRNA: Short hairpin RNA
siRNA: Small interfering RNA
SRB: Sulforhodamine B
TAZ: Transcriptional coactivator with PDZ-binding motif
TEAD: TEA domain transcription factor (TEA = TEF-1 and AbaA)
TF: Transcription factor
VEGF: Vascular endothelial growth factor
WWTR1: WW domain containing transcription regulator 1
YAP: Yes associated protein
Yki: Yorkie

How the deposited data were processed for this re-analysis (not part of the article)

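RNA-seq libraries of HCT116 cells, 3 from cells treated with 0.5 µM oxaliplatin for 24 h (OXA) and 3 from untreated cells (NT), were compared. The condition and replicate number of each library were taken from the sample labels and the paper's methods, and all 6 libraries were used. The paper states that reads of 100 nt were mapped to GRCh38 with STAR and that normalization and pairwise tests used DESeq2. The paper's text names neither the program and gene annotation used for counting nor its strand setting.

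The authors deposited, for each gene and library, a raw count and a normalized value. The raw counts were whole numbers and were used as deposited. The authors' normalized signal was the raw count multiplied by a factor that differed between genes as well as between libraries, and it was used only for an alternative. The table held 27942 genes, of which 19353 had at least 1 count. Library totals lay between 32979521 and 40967880 counts. The 10 most abundant genes took between 5.69% and 6.09% of the counts of a library. Counts at or under a floor of 3 were treated as the detection limit, and a fold change against a group whose libraries are all at or under it is given as a lower bound. PCR duplicates were not distinguishable, so counting error is a lower limit of the error.

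Genes were filtered with edgeR's filterByExpr (minimum count 10, minimum total count 15), which left 13727 genes. They were normalized by TMM, and OXA was compared with NT by edgeR's quasi-likelihood test with its defaults (edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, R 4.3.3), with Benjamini-Hochberg adjustment over all genes tested. The standard error of a log2 fold change was the estimate divided by the square root of the F statistic. The thresholds were those of the paper, an adjusted p-value under 0.05 and a fold change over 1.5. Gene positions, transcript lengths and GC content came from GENCODE release 44 on GRCh38. GC content and transcript length were known for 99.6% of the genes tested and for every tested gene of the lists.

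The steps were tested on counts simulated from the means of these libraries with 200 changed genes. Each simulated change was larger than the 1.5-fold threshold, and all genes were given the same relative spread between libraries. The shares called therefore do not give the share for smaller changes, such as many of those named here. Of the 197 changed genes that passed the filter, edgeR called 189 (95.9%), none in the wrong direction, and 8 of its 197 calls (4.06%) were genes left unchanged. When differences between same-numbered pairs were simulated as well, the fit without a block called 113 of 198 changed genes and the fit with the replicate block 186 of 198, with 10 of its 196 calls false.

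Same-numbered NT and OXA libraries deviated together from the means of their groups. Across the tested genes, the correlation of these deviations was 0.55 for libraries 1, 0.54 for libraries 2 and 0.31 for libraries 3, all over the 0.1 set as the limit, whereas for libraries of different numbers it lay between -0.47 and 0.090. Among the 6480 genes with a mean of at least 1000 counts, it was 0.91 for libraries 1, 0.93 for libraries 2 and 0.48 for libraries 3. The replicate numbers come from the sample labels, and neither the labels nor the paper's text say what a number stands for. The fit with the replicate number as a block is therefore given wherever it changes a call or moves a count by more than 1.5 times.

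The 8 gene lists were tested with camera, with fry and with camera under an estimated correlation, and adjusted over the 8 lists. They hold targets of p53, targets of YAP and TAZ (lists of 22 and 54 genes), DNA replication, mitosis and core Hippo genes, targets of ATF4, and epidermal differentiation genes. They were written from general knowledge after the paper and Supplemental Table 1 had been read. The genes named are those the paper names, the core Hippo genes, genes of the other lists where 5 or fewer are counted and, among genes with an adjusted p-value under 0.05, a mean of at least 50 normalized counts and no overlap between the groups, the 5 with the largest rise and the 5 with the largest fall. Some genes that these rules select are not reported here.

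Alternatives set before the data were examined were other normalization factors, other filters on low counts, DESeq2, limma-voom, other settings of the edgeR fit, a test against a 1.5-fold change, fry and an estimated correlation, the replicate block, and each library left out in turn. Chosen after the data had been seen were a newer default of the edgeR fit, the authors' gene-specific factors in edgeR and in DESeq2, and the replicate block with trends of each library on GC content and transcript length removed. Western blot, imaging, viability and knockdown experiments were not analysed here.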

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

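The genes below were picked by the rule for named genes and are not discussed in the paper's text, and the epidermal differentiation list covers genes outside those it discusses. The comparison of the keratinocyte genes without KRT10 was chosen after the result was seen. With 3 libraries in each group, no library was tested for lying apart from its group.

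Among the largest rises of genes with a mean of at least 50 normalized counts were those of ABCA12, with a log2 fold change of 3.42 (edgeR adjusted p = 0.000445), NECTIN4 with 3.17 (edgeR adjusted p = 0.00247) and AKR1B10 with 3.04 (edgeR adjusted p = 0.00451). Each was higher in all 3 OXA libraries than in all 3 NT libraries, which the rule that picked it required. Each also passed the threshold under each alternative that tested it. All 3 are in Supplemental Table 1. Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave as many genes with an adjusted p-value under 0.05, and the same held with a fold change over 1.5. The other 9 gave 0 such genes, with between 23 and 1515 at an unadjusted p-value under 0.05. With 10 splits the share cannot fall under 0.1, so a grouping by chance cannot be told apart from the treatment by this count alone, and the other splits also mix treated and untreated libraries, which widens their spread. The treatment is the difference that the design names, and no biological cause of these rises was tested.

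The largest falls were those of FAM111B, with a log2 fold change of -1.64 (edgeR adjusted p = 0.00232), MYB with -1.62 (edgeR adjusted p = 0.00247), IQGAP2 with -1.41 (edgeR adjusted p = 0.00247) and RPL22L1 with -1.40 (edgeR adjusted p = 0.00802). Without OXA library 1, the edgeR adjusted p of RPL22L1 was 0.0584, and over its alternatives it ranged from 5.38e-12 to 0.0584. AC034102.2 had 405, 114 and 171 raw counts in the NT libraries and 0 in each OXA library, so it was at least 76.5-fold lower in OXA. It overlaps ERBB3 and PA2G4 on the same strand of chromosome 12, and its counts depend on how the authors' counting assigned reads shared with them, so its fall is uncertain. No test of this was run.

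The epidermal differentiation list had a median log2 fold change of 0.79 over the 18 of its 39 genes that were tested (camera adjusted p = 2.31e-14), with 8 genes higher and 0 lower over all genes tested, and 10 higher and 0 lower adjusted over the list alone. With the replicate block, 12 were higher and 2, DSC2 and GJB2, lower over all genes tested. At an unadjusted p-value under 0.05 without the block, 10 were higher and 0 lower. The list was written after Supplemental Table 1 had been read, 9 of its genes are in that table, and 32 had at least 1 count, so it is not independent of these libraries. Of the 10 splits, 1, the real one, shifted this list as far. Trends on GC content and transcript length did not account for the shift, since with these removed and the replicate block kept the camera p-value was 3.8e-10. Keratinocytes among the cells were argued against as the source of the list's whole gain. The ratio of the summed KRT5, KRT14, KRT1 and KRT10 counts, OXA over NT, was 1.12 against a fold of 1.73 for the list, but KRT10 has a baseline of its own in these cells. KRT5, KRT14 and KRT1 together had a mean of 3.21 normalized counts in NT and 2.87 in OXA, a change of -0.34, while the tested genes of the list gained 7388. The largest part of this gain came from SFN, with a mean of 2340 in NT and 6553 in OXA. SFN is also among the genes the paper lists for p53 terms. Some other genes of the list with few counts, picked here after their values were seen, did rise, with every OXA library above every NT library. Mean normalized counts went from 0.991 to 10.6 for KRT16, from 1.38 to 10.6 for KRT17, from 0.346 to 5.05 for KRT6A and from 0.645 to 5.47 for DSG3, whereas DSG1 fell from 8.29 to 3.66. For these 4 rises, a few counts each, keratinocytes stay open. A response of the treated cells themselves may account for the shift, which is a hypothesis found and tested on the same data, and the splits leave a grouping by chance open.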

How the results depend on the processing

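Alternatives marked as added were chosen after seeing the data. In simulated counts, edgeR without a block called 189 of 197 changed genes with 3 libraries against 3, but 113 of 198 when differences between same-numbered pairs were simulated as well, where the replicate block called 186 of 198. All simulated changes were larger than the 1.5-fold threshold, so these shares do not cover smaller changes. Depth limited genes near the floor, such as COL5A1 and CXCR2.

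Against 381 genes higher and 315 lower (270 and 198 with a fold change over 1.5), DESeq2 gave 609 higher and 578 lower. Total counts without a TMM factor gave 511 lower and upper-quartile factors 493, with 350 and 348 higher. The share of higher among the calls was 54.7% with TMM, 40.7% with total counts and 41.4% with upper-quartile factors. The replicate block gave 1664 higher and 1493 lower (529 and 345 with a fold change over 1.5), among them all 696 genes of the comparison without it. A test against a 1.5-fold change gave 41 higher and 9 lower. Of the added alternatives, the authors' gene-specific factors as offsets gave 241 higher and 200 lower, DESeq2 with these factors 482 lower, and the replicate block with trends on GC content and transcript length removed 3245 higher and 3011 lower (493 and 455 with a fold change over 1.5). The cause of these differences was not tested.

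Across the 6 fits that each left out 1 library, from 66 to 623 genes were higher and from 19 to 571 lower, and with a fold change over 1.5 from 66 to 337 and from 19 to 273. Without NT library 1, which lay apart from the other NT libraries, the counts rose to 623 and 571, with 688 of the 696 genes among them. They fell to 153 and 146 without NT library 2, 115 and 69 without NT library 3, 66 and 19 without OXA library 1, 94 and 32 without OXA library 2, and 102 and 67 without OXA library 3, where fewer libraries were compared. The share of higher calls rose to 77.6% without OXA library 1, 74.6% without OXA library 2 and 62.5% without NT library 3.

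The p53, DNA replication and epidermal differentiation lists kept their direction and their side of the threshold under all 22 alternatives, and the 54-gene YAP/TAZ list stayed without a call under all 22. The medians ranged from 1.06 to 1.15 for p53, from -0.68 to -0.56 for DNA replication and from 0.72 to 1.19 for epidermal differentiation. With the correlation estimated per list, the 22-gene YAP/TAZ list (median 0.28, adjusted p = 0.083), the mitosis list (median -0.33, adjusted p = 0.106) and the ATF4 list (median -0.091, adjusted p = 0.357) lost their calls. The ATF4 list also lost its call with fry (median -0.091, adjusted p = 0.112), without OXA library 1 (adjusted p = 0.057) and without OXA library 2 (adjusted p = 0.053), with medians from -0.19 without NT library 2 to -0.042 without OXA library 2 when 1 library was left out, and its adjusted p-values ranged from 0.000553 to 0.357 over all 22 alternatives. The median of the core Hippo genes, -0.0017, changed its sign to 0.0018 with limma-voom, 0.00098 with the replicate block and 0.0031 with the block and the trends removed (added), and ranged from -0.068 to 0.022 when 1 library was left out, and had no call in any of them. Without NT library 3, the median of the epidermal differentiation list was 1.19, over 1.5 times its 0.79 with all libraries.

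With the replicate block, 13 of the 59 named genes tested gained a call, namely CCN1, CCN2, WWTR1, NF2, TEAD1, ITGA3, KRT19, SFN, WASF3, TP73, ITCH, GAPDH and SRC. The block changed no other call among these 59 genes, and it changed the call of no list as a set. Single genes of the lists, such as KITLG, DSC2 and GJB2, did gain a call with it and are not counted in this paragraph. The block with trends removed (added) gained a call for the same 13 and for SAV1, MOB1B, LATS2, YAP1, TEAD2 and BIRC2. Small changes without a call reversed their sign for MOB1B (0.0072) with total counts (-0.032), upper-quartile factors (-0.033), no filter (-0.022) and, added, the authors' factors in edgeR (-0.016) and DESeq2 (-0.016), and for MOB1A (0.0087), TEAD3 (-0.0025) and RAP2C (0.050) with the block and the trends removed (added). When 1 library was left out, the log2 fold changes ranged from -0.23 to 0.056 for STK3, -0.074 to 0.085 for MOB1B, -0.058 to 0.13 for YAP1, -0.016 to 0.25 for TEAD3, -0.084 to 0.035 for TEAD4 and -0.18 to 0.10 for RAP2C. Among the named genes, DESeq2 gained 4 calls, and leaving out 1 library lost up to 13 and, without NT library 1, gained 5. The authors' factors as offsets (added) lost the call of NLRP1. The setting legacy = TRUE of the edgeR fit is the default of the version used and changed nothing; legacy = FALSE (added) changed no call of a named gene.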

Differences from the paper's values

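The paper reports 111 down-regulated genes at a fold change over 1.5 and an adjusted p-value under 0.05, and 198 were found here. Of the alternatives set before the data were examined, the fit without NT replicate 2, with 136 genes, came within 1.5 times the paper's count and the others did not, with 264 genes for DESeq2 and 345 for the replicate block. The authors' gene-specific factors as offsets, chosen after seeing the values, gave 158, which is within 1.5 times as well, whereas DESeq2 with the same factors, also chosen after seeing the values, gave 263, which is not. For up-regulated genes the paper's 253 and the 270 found here differ by less than that, and DESeq2 with these factors gave 331.

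Supplemental Table 1 holds 364 genes, which are the paper's 253 and 111, and its legend gives only the threshold on the adjusted p-value. Of these, 29 up-regulated and 20 down-regulated genes have a fold change of 1.5 or less in the paper's own values, which leaves 224 and 91 over it. Without the fold change cutoff, 381 genes were higher here against the paper's 253, and 315 lower against the paper's 111. For the higher genes, other size factors (368 with RLE, 350 with total counts, 348 with upper-quartile factors), other filters (331 with no filter, 373 with a mean of at least 10 counts), limma-voom (375) and the robust fit (373) came within 1.5 times the paper's count. DESeq2 (609), the replicate block (1664), the setting legacy = TRUE (381) and the fits that each left out 1 library, from 66 to 623, did not. For the lower genes, only the fit without NT replicate 2 did, with 146. The authors' gene-specific factors as offsets, chosen after seeing the values, gave 241 higher and 200 lower, which is within 1.5 times the paper's count for the higher genes only. DESeq2 with these factors, also chosen after seeing the values, gave 503 higher and 482 lower, and neither is.

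Of the paper's 364 genes, 356 were tested here, all with the paper's direction, and 301 were called. With the replicate block, 348 were called, and DESeq2 called 339.

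The log2 fold change of KRT15 was 1.53 here against the paper's 1.25. The fits without NT replicate 1 (1.35), OXA replicate 2 (1.46) and OXA replicate 3 (1.48) came within the error of the paper's value, and the other alternatives set before the data were examined did not. For WASF3 it was -0.48 here against the paper's -0.87, and for ABCA12 3.42 against the paper's 3.08, and no alternative set before the data were examined closed either gap. For MYB it was -1.62 here against the paper's -1.79. Total counts (-1.66), upper-quartile factors (-1.66), no filter (-1.65), DESeq2 (-1.62, with its larger standard error) and the fits without NT replicate 3 (-1.74), OXA replicate 1 (-1.68) and OXA replicate 2 (-1.62) came within the error, and the other alternatives set before the data were examined did not. The authors' gene-specific factors, chosen after seeing the values, came within the error of the paper's value for all 4 genes, KRT15, WASF3, ABCA12 and MYB, both as offsets in edgeR and in DESeq2. As offsets they gave -0.86 for WASF3, 3.09 for ABCA12, 1.25 for KRT15 and -1.79 for MYB, and DESeq2 with them gave -0.87 for WASF3, 3.10 for ABCA12, 1.25 for KRT15 and -1.79 for MYB.

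The paper lists ITGA3, KRT19 and SFN among the changed genes, and here they had edgeR adjusted p-values of 0.0539, 0.0616 and 0.0605. All 3 were called with no filter, by DESeq2, with the replicate block and without NT replicate 1, and, chosen after seeing the data, by DESeq2 with the authors' factors and by the block with trends removed. ITGA3 was also called with the authors' factors as offsets. WASF3, which the paper names as affected, had an edgeR adjusted p of 0.209, and was called with the replicate block and, chosen after seeing the data, by DESeq2 with the authors' factors and by the block with trends removed. COL5A1, which the paper names as changed, was not tested here and was called with no filter and without NT replicate 1 or OXA replicate 3. The paper names RAP2 as up-regulated without a letter, and RAP2B was higher here (log2 fold change 0.49) while RAP2A (-0.13) and RAP2C (-0.021) were not.

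The paper states that CTGF and CCN1 were not up-regulated. Here their log2 fold changes were 0.63 and 0.44 with edgeR adjusted p-values of 0.0864 and 0.0863, and both were called with the replicate block (0.0420 and 0.0167) and with the block and trends removed, chosen after seeing the data. The paper gives BIRC2 as not up-regulated, and it was called only with that last setting (edgeR adjusted p = 0.00365). For reported YAP/TAZ targets of the cell cycle, the cytoskeleton and drug resistance, the paper states that none were up-regulated, and its discussion speaks of a slight increase of classic targets. Here NDRG1 (1.08) of the 54-gene list was called higher with a fold change over 1.5. CRIM1 (0.45) and NT5E (0.50) of the 22-gene list were called higher with a fold change under 1.5, the cutoff that the paper states. Supplemental Table 1 nevertheless holds 29 up-regulated genes with a fold change of 1.5 or less, so that cutoff alone does not account for the difference. Whether the studies the paper cites list them was not checked.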

Other observations

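The test of sequencing depth as the cause of the pairing was chosen after the pair correlations had been seen.

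Proteins that the paper follows by Western blot were measured here as mRNA in the same treatment. ITCH was added because the paper names it in the degradation of p73, although its methods list no ITCH antibody. TP73 had a log2 fold change of -0.75 (edgeR adjusted p = 0.136, with the replicate block 0.00609). TP73 was also called by DESeq2 (adjusted p = 0.0249), without NT library 1 (edgeR adjusted p = 0.0101) and, chosen after seeing the data, by DESeq2 with the authors' factors and by the block with trends removed, and its adjusted p-values ranged from 2.38e-05 to 0.356 over its alternatives. TP63 had at most 3 counts in each library, so no fold change is given. GAPDH, used as a loading control in the paper, had 173204 ± 38965 normalized counts in NT and 230749 ± 17588 in OXA (log2 fold change 0.41, edgeR adjusted p = 0.211, with the replicate block 0.0262). For ITCH the log2 fold change was 0.20 (edgeR adjusted p = 0.388, with the block 0.0411) and for SRC 0.44 (edgeR adjusted p = 0.234, with the block 0.0407).

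Same-numbered NT and OXA libraries deviated together. GC content and transcript length were argued against as the whole cause, since the lowest of the 3 pair correlations was 0.29 with trends on them removed, although for libraries 1 and 2 the correlation fell from 0.55 and 0.54 to 0.32 and 0.29. Libraries 1 and 2 had fewer total counts than libraries 3 in both groups, so sequencing depth as the whole cause would make NT library 1 deviate with OXA library 2 and NT library 2 with OXA library 1. These correlations were -0.47 and -0.37, which argues against it, although deviations from the mean of 3 libraries tend to oppose each other. A shared day or batch of culture may account for the pairing, but neither the labels nor the paper's text name one. NT library 1 lay apart on the first principal component, which held 47.2% of the variance. With the replicate block, 3157 genes were called, and of the 4 splits that part all 3 pairs, 1, the real one, gave as many. The other 3 of these gave 0 genes. The remaining 6 of the 10 splits part 1 pair each, so they hold both libraries of the other pairs in 1 group and were not compared with the block.

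Other splits of the libraries were also set against the shifts of the lists. The real split, 1 of 10, gave the largest shift of the p53 target list, of the 22-gene YAP/TAZ list, of the DNA replication list and of the mitosis list. For p53 this was largely fixed in advance, since 30 of the 45 genes are in Supplemental Table 1. The paper drew that table from the real split. It also holds 9 genes of the DNA replication list, 1 of the 22-gene list and 0 of the mitosis list. The largest median among the other splits was 0.38 for p53, 0.17 for the 22-gene list, 0.31 for DNA replication and 0.21 for mitosis, without regard to sign. For the ATF4 target list, with a median of -0.091 (camera adjusted p = 0.0171), 3 of the 10 splits gave a shift as large, and among the 4 splits that part all pairs 1, the real one, did. Over all genes tested, 2 ATF4 targets were higher (ATF3 and SARS) and 3 lower (ASNS, SLC1A4 and AARS), and adjusted over the list alone 3 were higher and 6 lower. With the replicate block, 3 were higher and 9 lower over all genes tested.

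The 22-gene YAP/TAZ list was higher in OXA, at a median of 0.28. AXL alone was argued against as the cause, since without it the camera p-value was 0.00029, and so were trends on GC content and transcript length, with 9.5e-06 once they were removed and the replicate block kept. The estimated correlation between genes (adjusted p = 0.083) and a grouping by chance stay open. That part of the YAP/TAZ program rises with oxaliplatin is a hypothesis that these values are consistent with, while the 54-gene list did not rise. Its members BIRC5, HMMR and TOP2A, which it shares with the mitosis list, were argued against as the whole reason, since without these 3 the camera p-value was 0.98 and the median -0.028. The 54-gene list shares no gene with the DNA replication list, and genes that fell, such as DUT and STMN1, stayed in, so a fall of other genes of the cell cycle stays open.

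Platinum adducts block transcription, so long genes might be lowered more, which was tested as a hypothesis. Genes with a genomic span over 163.3 kb had a median log2 fold change of -0.046 and those with a span under 5.39 kb of 0.13, a difference of -0.18. Of the 10 splits, 4 gave a difference as large, and of the 4 that part all pairs 1, the real one, did. Within the pairs the difference was -0.34 for libraries 1, -0.13 for libraries 2 and -0.092 for libraries 3. The 3 other splits that reach it keep NT library 1 and OXA library 1 in 1 group, so they also carry what libraries 1 share, and the largest difference among the other splits that part all pairs was 0.121 without regard to sign. An effect of adducts on long genes cannot be told apart from a grouping by chance, because only 4 splits part all pairs.

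For the 10 genes with the largest absolute log2 fold change in Supplemental Table 1, the ratio of the group means was taken with 1 factor per library instead of the authors' gene-specific factors, with 0.5 added to each mean. For 4 of them 1 group had 0 counts in all its libraries, where the added 0.5 sets that side of the ratio, so their ratios say little about the factors. Of the 6 others, the log2 ratio went from 3.84 to 3.76 for RIMS4, was 3.75 and 3.76 for HRNR, and 3.61 and 3.63 for FLG. It went from 5.33 to 2.37 for USP41, from 4.11 to 2.90 for COL5A1 and from 3.77 to 1.09 for MUC19. These genes have few counts in NT, with at most 6 in a library, and the ratios depend on the added 0.5. For USP41, COL5A1 and RIMS4, whose NT libraries are all at or under 3 counts, they are neither fold changes nor bounds. Of all 364 genes, 13 moved by over 0.5. No explanation was tested.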
